# Splicing factor PTBP1 promotes hepatocarcinogenesis via oncogenic splice-switching of MAPT

**DOI:** 10.32604/or.2025.060958

**Published:** 2025-04-18

**Authors:** WENYING ZHENG, YANYAN SHANG, KAI DU, AILING LUO, LIJUN PEI, MEIQI LI, GUOPING ZHANG, MIN DENG

**Keywords:** Hepatocellular carcinoma, Alternative splicing, PTBP1, MAPT

## Abstract

**Background:**

Alterations in splicing factors contribute to aberrant alternative splicing (AS), which subsequently promotes tumor progression. The splicing factor polypyrimidine tract binding protein 1 (PTBP1) has been shown to facilitate cancer progression by modulating oncogenic variants. However, its specific role and underlying mechanisms in hepatocellular carcinoma (HCC) remain to be elucidated.

**Methods:**

PTBP1 expression was evaluated in HCC tissues and cell lines. Subsequently, cells were transfected with vectors designed for PTBP1 overexpression or downregulation. The biological function of PTBP1 was assessed *in vitro* and *in vivo* using MTS assays, colony formation assays, transwell assays, xenograft formation, tail vein injection, and orthotopic models. Transcriptome analysis was conducted to elucidate the underlying molecular mechanisms.

**Results:**

Our findings demonstrated that PTBP1 exhibited elevated expression in HCC cell lines and tissues. Furthermore, its expression positively correlated with overall and disease-free survival rates, as well as tumor grade and stage. PTBP1 knockdown reduced HCC cell proliferation, migration, and invasion *in vitro* and suppressed hepatocarcinoma xenograft growth and infiltration *in vivo*. RNA sequencing (RNA-Seq) analysis identified the AS events associated with PTBP1. PTBP1 functionally enhanced cell proliferation, invasion, and migration by modulating the AS of the microtubule-associated protein tau (*MAPT*) gene and promoting oncogene expression. Notably, the dysregulation of MAPT splicing coincided with increased PTBP1 expression in HCC.

**Conclusions:**

PTBP1-guided AS of the *MAPT* gene enhances tumorigenicity in HCC through activation of the MAPK/ERK pathways.

## Introduction

Mounting evidence indicates that alternative splicing (AS) plays a crucial role in protein function [1–5]. Generally, the essential information for splicing is thought to reside in exonic and intronic cis-regulatory elements. These elements function by attracting sequence-specific RNA-binding protein factors, which can either activate or repress the utilization of adjacent splice sites [4,6,7]. Multiple splicing sites can be utilized to generate distinct mRNA isoforms from a single pre-RNA, significantly enhancing protein diversity. The failure to accurately identify splice sites due to splice site mutations or aberrant regulation of splicing factors can result in the production of abnormally mature mRNA variants or harmful isoforms, which substantially contribute to tumor malignancy [8,9]. “Cancerous” splice variants of genes have emerged as potential molecular markers and therapeutic targets for cancer [10,11].

Hepatocellular carcinoma (HCC) ranks as the second leading cause of absolute years of life lost, recognized as a highly aggressive, chronic inflammation-associated cancer [12]. In China, HCC is associated with a high mortality rate [13,14]. HCC is recognized as a highly fatal tumor, with most cases detected at advanced stages, resulting in an incidence-to-mortality ratio approaching 1 [15]. While radical resection is a potential intervention for HCC, it is unsuitable for 50%–70% of patients due to liver dysfunction, advanced tumor stage, or poor performance status [16]. Genomic studies have elucidated the pattern of molecular alterations in HCC. However, the majority of mutations are not actionable, with only approximately 25% of tumors possessing potentially targetable drivers [17]. Consequently, identifying essential markers of HCC and examining their mechanisms are crucial for enhancing therapeutic efficacy and reducing mortality. The complex nature of splicing regulation in the liver suggests that abnormal splicing may play a significant role in hepatocarcinogenesis, although this aspect remains insufficiently explored. Functional investigations have indeed identified multiple splicing factors as potential oncogenic candidates by altering AS products towards tumor-promoting isoforms in hepatocarcinoma cells [18–20].

Polypyrimidine tract binding protein 1 (PTBP1), also known as HNRNP I, is a member of the heterogeneous nuclear ribonucleoprotein (hnRNP) family that regulates mRNA splicing, translation, stability, and localization. Aberrant expression of PTBP1 has been implicated in various diseases. Primarily, PTBP1 modulates AS by controlling precursor mRNA (pre-mRNA) splicing, often resulting in exon skipping. Substantial evidence indicates that PTBP1 is upregulated in numerous malignancies, exerting oncogenic effects through the regulation of AS of genes [21–23]. However, the precise mechanisms of PTBP1’s role in additional cancer types remain inadequately understood, necessitating further comprehensive investigations.

This study aims to characterize the expression, clinical relevance, biological function, and underlying mechanisms of PTBP1 in HCC by focusing on AS control. Higher PTBP1 levels were observed in HCC patients, correlating with adverse outcomes. Through RNA sequencing (RNA-Seq) and subsequent analyses, numerous AS events influenced by PTBP1 were identified, and the position-dependent modulation of AS by PTBP1 in HCC was examined. Furthermore, the study revealed that PTBP1 promotes invasion, migration, and proliferation of HCC cells by altering the AS of microtubule-associated protein tau (MAPT). Collectively, these findings underscore the role of PTBP1 as a splicing regulator in HCC biology, influencing various phenotypic characteristics of HCC.

## Materials and Methods

### Clinical tissue sample collection

Written consent for the utilization of tumor specimens in this research was obtained from the Cancer Hospital of Guangzhou Medical University. The clinical features are described in Table S1. Following surgical resection, the samples were preserved in a 3.7% buffered formaldehyde solution and subsequently encased in paraffin. Sections with a thickness of five micrometers were then prepared and subjected to immunohistochemistry (IHC) for PTBP1 (Abcam, ab133734, Cambridge, UK).

### Cell culture

HCC cell lines HepG2, MHCC97H, MHCC97L, Hep3B, 8024, PLC/PLF/5, Huh7, SK-Hep1, normal human hepatocytes (THLE-2), and the human embryonic kidney cell line HEK293T were obtained from the Cell Bank of the Institute of Oncology, Cancer Hospital, Guangzhou Medical University. The cells were cultured in DMEM (high glucose) (Dulbecco’s Modified Eagle’s Medium, Gibco, 10566-016, New York, NY, USA) supplemented with 10% fetal bovine serum (FBS; Gibco, 10270-106, New York, NY, USA) in a humidified atmosphere containing 5% CO_2_ at 37°C. Mycoplasma contamination was detected by PCR routinely, and cultured cells had no Mycoplasma contamination.

### Animal experiments

The Institutional Animal Care and Use Committee (IACUC) of Guangzhou Medical University approved all animal procedures (Approval Number: 2019-244), ensuring ethical and humane treatment of the animals. All BALB/c nude were purchased from Guangdong Provincial Medical Experimental Animal Center (Foshan, China). Four-week-old female athymic BALB/c nude mice (n = 4 or 5 in each group) were maintained under specific pathogen-free (SPF) conditions. For the mouse xenograft model, cells from the experimental group or the control group were injected subcutaneously into the flank region of the mice at a concentration of 2 million cells. The tumor volumes were calculated using the following equation: volume = (length × width^2^)/2. After euthanasia, the tumor weights were determined. To investigate the effect of PTBP1 or MAPT on tumor metastasis *in vivo*, the researchers injected the experimental group and their corresponding control cells into the liver or tail vein of BALB/c nude mice to induce peritoneal dissemination or pulmonary metastases, respectively. The intensity of the luciferase signal was observed *in vivo* using an *in vivo* Imaging System (FX PRO, Bruker, Billerica, MA, USA). Subsequently, the mice were euthanized, and the presence of metastatic lesions in the abdominal cavity and lungs was evaluated.

### Plasmid assembly and lentiviral packaging

The shRNAs targeting MAPT were acquired from Sangon Biotech Pharma and introduced into HCC cells using Lipofectamine 2000 (Invitrogen). The shRNAs targeting PTBP1 were procured from Jikai Gene Pharma. The sequence of negative control and target shRNAs are listed in Table S2.

### Cell invasion and migration assays

A total of 2 × 10^4^ starved cells in serum-free medium were seeded into a 24-well plate insert with Matrigel (Corning Costar, 353097, New York, NY, USA). The bottom chamber was filled with 20% fetal bovine serum. After 48 h of incubation, invasive cells were fixed with 4% paraformaldehyde, stained with 0.5% crystal violet, counted, and analyzed. The cell migration assay followed the same procedure as the cell invasion assay, with the exception that the upper chamber lacked Matrigel coating.

### MTS assay and colony formation assays

Cells were seeded in 96-well plates (1000 cells per well) and cultured for six days for the MTS assay. Cell proliferation was assessed using the MTS reagent (Promega, G3580, Madison, WI, USA) at 0, 1, 2, 3, 4, 5, and 6 days after incubation. Absorbance was measured at 490 nm using a Multiskan^TM^ FC microplate photometer (Thermo Fisher, Waltham, MA, USA). For the colony formation assay, 1000 cells were plated per well in 6-well plates and cultured for one week. After this incubation, the colonies were fixed, stained, and counted, and images of the colonies were captured. In the soft agar colony formation assay, 2 × 10^3^ cells were mixed with a 0.4% agar solution and seeded in triplicate per well on solidified 0.6% base agar. After 7-day incubation, cell colonies were visualized and imaged using a Leica DMI40008B microscope (Leica, Wetzlar, Germany).

### Western blot analysis

Standard protocols were followed for protein analysis. Total protein was extracted from HCC cells and quantified using the BCA (Thermo Fisher, 23225, USA) assay. Equal protein amounts underwent SDS-PAGE separation and transfer to a polyvinylidene difluoride (PVDF) membrane (Millipore, New Bedford, IPVH00010, USA). The membrane was blocked with 5% skimmed milk, then incubated with primary antibodies overnight at 4°C. Subsequently, it was incubated with secondary antibodies (1:10000) (Thermo Fisher, 616520 and 31450, USA) at room temperature for 2 h. Enhanced chemiluminescence (ECL) (Tanon, 180-501, Shanghai, China) was employed for detection. The antibodies utilized included anti-PTBP1 (1:1000) (Abcam, ab133734, Cambridge, UK), anti-cMYC (1:1000) (Proteintech, 10828-1-AP, Wuhan, China), anti-CyclinD1 (1:1000) (Cell Signaling Technology, 43698, Beverly, MA, USA), anti-ERK1/2 (1:1000) (Cell Signaling Technology, 9102S, Beverly, MA, USA), anti-pERK1/2 (1:1000) (Cell Signaling Technology, 9101S, Beverly, MA, USA), anti-MAPT (1:1000) (Proteintech, 66499-1-Ig, Wuhan, China) and β-actin (Proteintech, 20536-1-AP, Wuhan, China).

### Quantitative real-time PCR analysis (RT-qPCR) and reverse transcription-polymerase chain reaction (RT-PCR)

Following the manufacturer’s guidelines, total RNA was extracted from cultured cells using TRIZOL reagent (Invitrogen, 10296010CN, Carlsbad, CA, USA). According to the manufacturer’s protocol, converted into cDNA using a RevertAid RT kit (Thermo Fisher, k1691, USA). For mRNA detection, gene expression analysis was conducted using the SYBR Green RT-qPCR kit (Takara, RR820Q, Ohtsu, Japan) in accordance with the manufacturer’s instructions. The expression levels were subsequently normalized to GAPDH expression. RT-PCR samples were analyzed using 2% gel electrophoresis. The measurement of each splicing isoform was determined by comparing the integrated optical density of detected bands using Image software (Tanon2500, Shanghai, China). The primers used in this study are listed in Table S2.

### Immunohistochemistry

Mouse tumor slices underwent IHC labeling following established protocols. Antigen retrieval was performed after deparaffinization and rehydration of paraffin-embedded sections. Deparaffinized and redehydrated sections were boiled for 30 min in 1 × citrate buffer and incubated with endogenous peroxidase blockers for 10 min. The primary antibody was applied and incubated overnight at 4°C. Biotin-labeled secondary antibody (Abcam, ab205719 andab97051, Cambridge, UK) to each slide and incubate at room temperature for 10 min. To detect immunoreactivity, the DAB Envision Kit (Maixin, DAB-0031, Fuzhou, China) was used according to the manufacturer’s instructions. The sections were counterstained with haematoxylin (Beyotime, C0107, Shanghai, China). The primary antibodies employed in the experiments were anti-PTBP1 antibody (1:200) (Abcam, ab133734, Cambridge, UK), anti-Caspase3 antibody (1:300) (Cell Signaling Technology, 9664T, Beverly, MA, USA), and anti-Ki67 antibody (1:400) (Cell Signaling Technology, 9449T, Beverly, MA, USA). Caspase-3, an apoptosis marker, indicates whether cells have entered the apoptotic process, while Ki67, a cell proliferation marker, is commonly used to assess cell division activity and analyze tumor growth rates.

### Data collection

The Cancer Genome Atlas Liver Hepatocellular Carcinoma (TCGA-LIHC) data collection is an integral component of a broader initiative aimed at establishing a research community focused on linking cancer phenotypes to genotypes. This is accomplished by providing clinical images corresponding to subjects from The Cancer Genome Atlas (TCGA). Cancer grading refers to the assessment of tumor cell abnormality compared to normal cells under microscopic examination, which determines the degree of histopathological abnormality. The grading system comprises four categories: G1 (well-differentiated), G2 (moderately differentiated), G3 (poorly differentiated), and G4 (undifferentiated). Cancer staging, in contrast, is typically based on multiple factors, including primary tumor size, depth and extent of invasion, involvement of adjacent organs, local and distant lymph node metastasis, and distant metastasis. The predominant method for cancer staging utilizes the TNM classification system.

### Statistical analyses

Statistical analyses were performed using SPSS 23.0 software (SPSS, Chicago, IL, USA) or GraphPad PrismV7 (GraphPad Prism, La Jolla, CA, USA). All results follow a normal distribution. The data were analyzed using various statistical methods, including the Student’s *t*-test, ANOVA, Kaplan-Meier method, log-rank test, Cox regression, and pairwise expression correlation. All quantitative data are presented as mean ± standard deviation. A *p*-value < 0.05 was considered to be statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Results

### PTBP1 exhibits elevated expression in HCC tissue and correlates with unfavorable prognosis

To validate PTBP1 expression in HCC genesis, we initially employed IHC to examine PTBP1 expression in HCC tissues and corresponding normal tissues. Figs. 1A,B and S3A demonstrated that PTBP1 levels in HCC tissues were elevated compared to the corresponding normal tissues, suggesting an association between PTBP1 and HCC. Furthermore, we investigated PTBP1 expression in these cohorts by analyzing expression profiling data from the TCGA database. We observed significantly higher PTBP1 levels in HCC tissues, corroborating the IHC staining findings (Fig. 1C). PTBP1 upregulation was also evident in HCC cell lines (8024, MHCC97L, PLC/PLF/5, HepG2, Hep3B, SK-Hep1, Huh7 and MHCC97H) compared to the human fetal hepatocyte line (THLE-2) (Fig. 1D,E). Subsequently, we examined PTBP1 presence in various HCC stages and noted a substantial increase in PTBP1 expression in stage III HCC compared to stage I HCC (Fig. 1A), indicating potential PTBP1 elevation in advanced stages. Similarly, we evaluated PTBP1 expression in the TCGA-LIHC cohort’s tumor and normal samples, yielding comparable results (Fig. 1F,G), we categorized HCC cases based on PTBP1 levels. As illustrated in Fig. 1H, Kaplan–Meier analysis revealed that the group with elevated PTBP1 expression exhibited a relatively lower overall survival rate compared to the group with lower PTBP1 expression. The TCGA-LIHC cohort confirmed these observations (Fig. 1I). Correspondingly, the TCGA database indicated poor recurrence-free survival prognosis for patients with high PTBP1 levels (Fig. 1J). A correlation regression analysis revealed an association between stage and high PTBP1 protein levels (Table S1). Collectively, these findings suggest that elevated PTBP1 levels are associated with an unfavorable prognosis for HCC.

**Figure 1:**
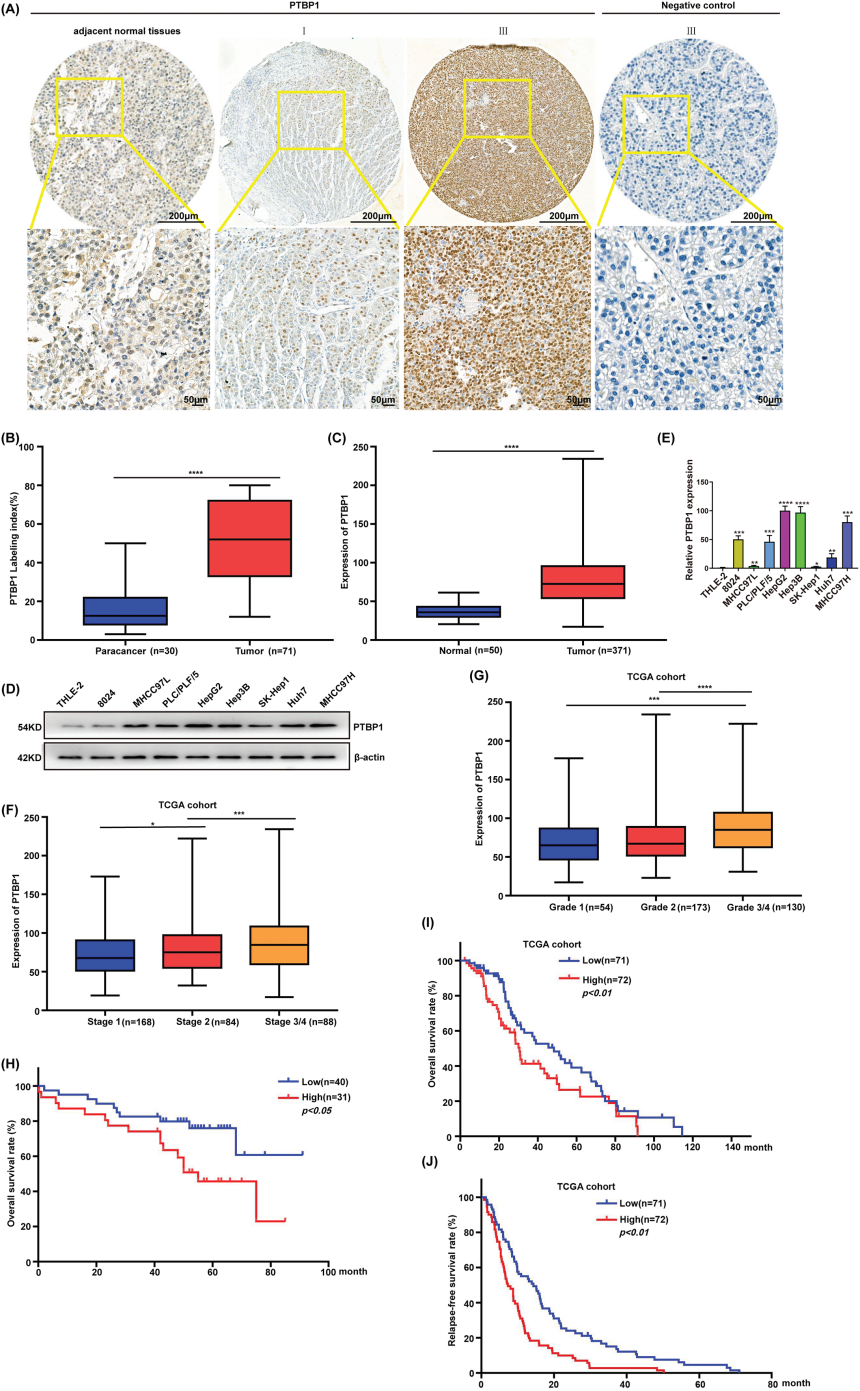
PTBP1 is upregulated in HCC tissue and associated with poor prognosis. (A and B) PTBP1 exhibited higher expression in HCC samples compared to adjacent normal tissues. (A) IHC experiments were conducted on HCC samples and adjacent normal tissues using antibodies against PTBP1. (B) Statistical comparison of PTBP1 levels between HCC samples and adjacent normal tissues. Labeling indices (LIs (%)) serve as a measure of expression levels. Box plots display the data, with lines representing the 25th and 75th percentiles and whiskers indicating minimum and maximum points. ****p < 0.0001 by 1-way ANOVA with Tukey’s posttest. PTBP1 expression in different tumors. (C) PTBP1 expression levels in human HCC tissues (n = 371 independent samples) and noncancerous liver tissues (n = 50 independent samples) from TCGA data. Horizontal lines in box plots represent medians, boxes represent interquartile ranges, and whiskers represent minimum and maximum values. ****p < 0.0001 by Mann–Whitney test. (D) Western blot analysis of PTBP1 expression in HCC cell lines (8024, MHCC97L, PLC/PLF/5, HepG2, Hep3B, SK-Hep1, Huh7 and MHCC97H) and human fetal hepatocyte line (THLE-2). (E) RT-qPCR of PTBP1 expression in HCC cell lines (8024, MHCC97L, HepG2, PLC/PLF/5, Hep3B, SK-Hep1, Huh7 and MHCC97H) and human fetal hepatocyte line (THLE-2). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (F) PTBP1 expression levels increased in the advanced stages of HCC. PTBP1 levels in the TCGA-LIHC cohort were analyzed. *p < 0.05, ***p < 0.001. (G) PTBP1 showed high expression in HCC. Analysis was performed on PTBP1 levels in the TCGA-LIHC cohort. ***p < 0.001, ****p < 0.0001. (H) Kaplan–Meier analysis of overall survival in PTBP1-high and PTBP1-low groups of our HCC cohort. (I) Kaplan–Meier analysis of overall survival in PTBP1-high and PTBP1-low groups of the TCGA-LIHC cohort. (J) Kaplan–Meier analysis of recurrence-free survival in PTBP1-high and PTBP1-low groups of the TCGA-LIHC cohort.

### PTBP1 promotes HCC cell proliferation, migration, and invasion

To investigate the role of PTBP1 in HCC, various HCC cell lines, including MHCC97H, HepG2, Hep3B, and SK-Hep1, were transfected with pcDNA3.1(+) vectors containing human PTBP1 inserts or shRNAs. Transfection efficiency was verified through western blot and RT-qRCR (Fig. 2A,B, Fig. S1A–B). To assess whether PTBP1 promotes HCC cell growth, MTS, soft agar cloning assays, and colony formation assays were performed (Fig. 2C–E). As shown in Fig. 2C–E, PTBP1 silencing in MHCC97H, Hep3B, and HepG2 cell lines led to decreased cell proliferation compared to control groups, while PTBP1 overexpression significantly enhanced proliferation (Fig. S1C).

**Figure 2:**
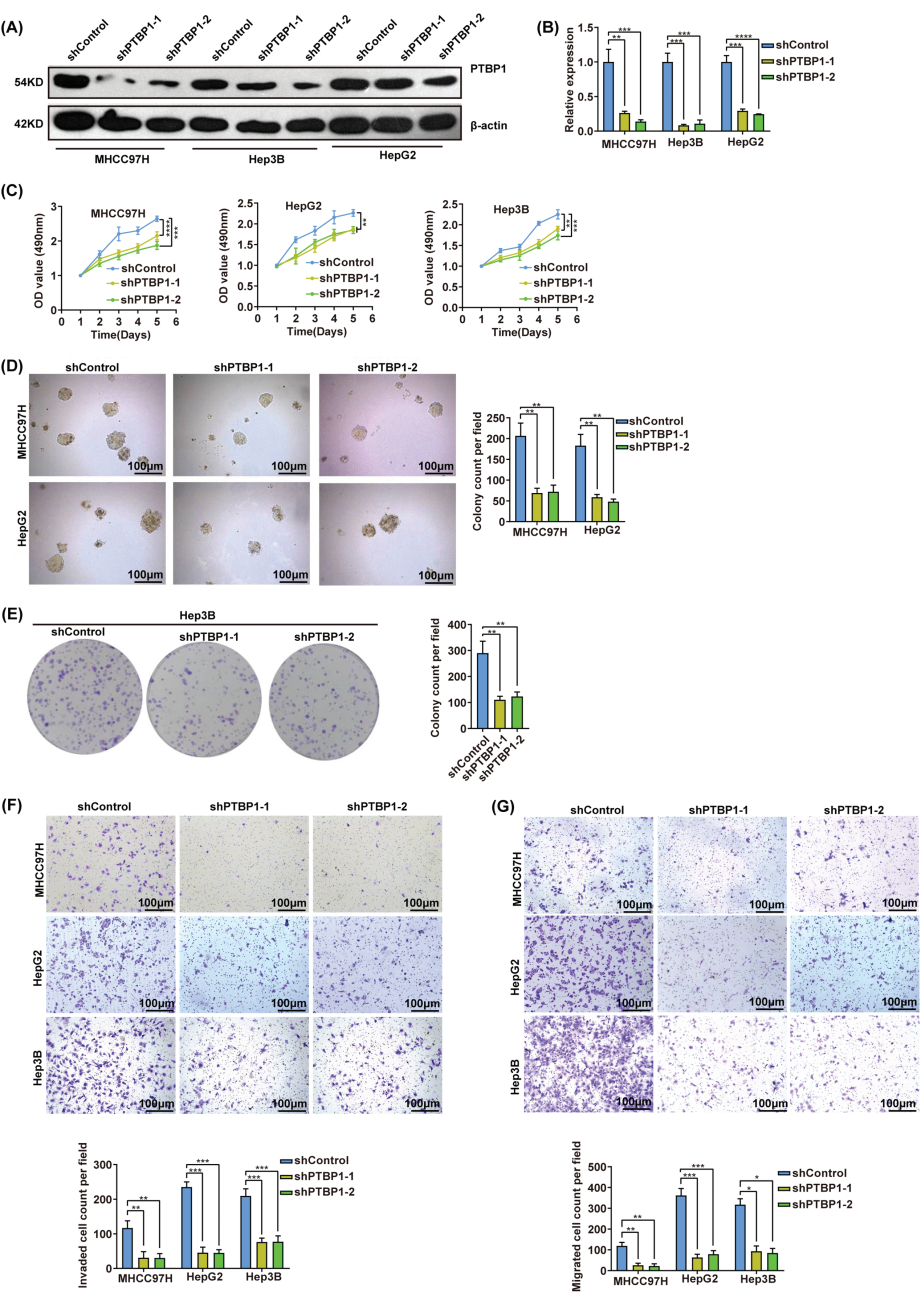
PTBP1 promotes HCC cell proliferation, invasion, and migration. (A and B) Assessment of PTBP1 expression in MHCC97H, Hep3B, and HepG2 cells transfected with shControl or shPTBP1. (C) MTS assay, (D) soft agar colony formation assay, (E) colony formation assay, (F) invasion assay, and (G) migration assay in MHCC97H, Hep3B, and HepG2 cells transfected with shControl or shPTBP1. Scale bars, 100 μm. Error bars represent SD from three independent experiments performed in triplicate. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Subsequently, we examined the migratory and invasive characteristics of HCC cells following PTBP1 downregulation or upregulation. The knockdown of PTBP1 significantly impeded the migration and invasion of MHCC97H, Hep3B, and HepG2 cells (Fig. 2F,G), whereas PTBP1 overexpression markedly enhanced the migration and invasion of SK-Hep1 cells (Fig. S1D–E). These *in vitro* cell studies collectively demonstrated that PTBP1 plays a crucial role in cell proliferation, migration, and invasion.

### PTBP1 knockdown inhibits tumor growth

To further investigate the role of PTBP1 *in vivo*, we employed a mouse xenograft model to study HCC. PTBP1-depleted cells (shPTBP1-2) were implanted subcutaneously into hairless mice, and tumor growth was monitored over time. As illustrated in Fig. 3A–C, tumor volume was significantly reduced when PTBP1 was knocked down. Furthermore, tumor weight was substantially lower in the PTBP1 knockdown group compared to the control group (Fig. 3D). The number of Ki67-positive cells in the nude mice xenografts decreased markedly due to PTBP1 deficiency, while caspase3-positive cells increased (Fig. 3E, Fig. S3B). Additionally, BALB/c nude mice received stable PTBP1-knockdown MHCC97H cells via intravenous or intrahepatic injection, producing pulmonary metastases, intrahepatic metastasis, or peritoneal dissemination, respectively. In the lung metastasis model, PTBP1 suppression significantly inhibited the metastatic potential of HCC cells to the lungs. This was evidenced by a notable reduction in both the incidence of lung tumors and the number of tumors in the lungs of mice that received PTBP1 knockdown cells (Fig. 3F–H). The intrahepatic metastasis assays revealed fewer metastatic signals in the PTBP1-knockdown group compared to the control group (Fig. 3I–K). Moreover, mice injected with PTBP1-knockdown cells exhibited smaller and fewer tumor nodules in the liver, mesentery, and intestine than the control group. These findings demonstrate that PTBP1 knockdown attenuated the development of HCC tumors *in vivo*.

**Figure 3:**
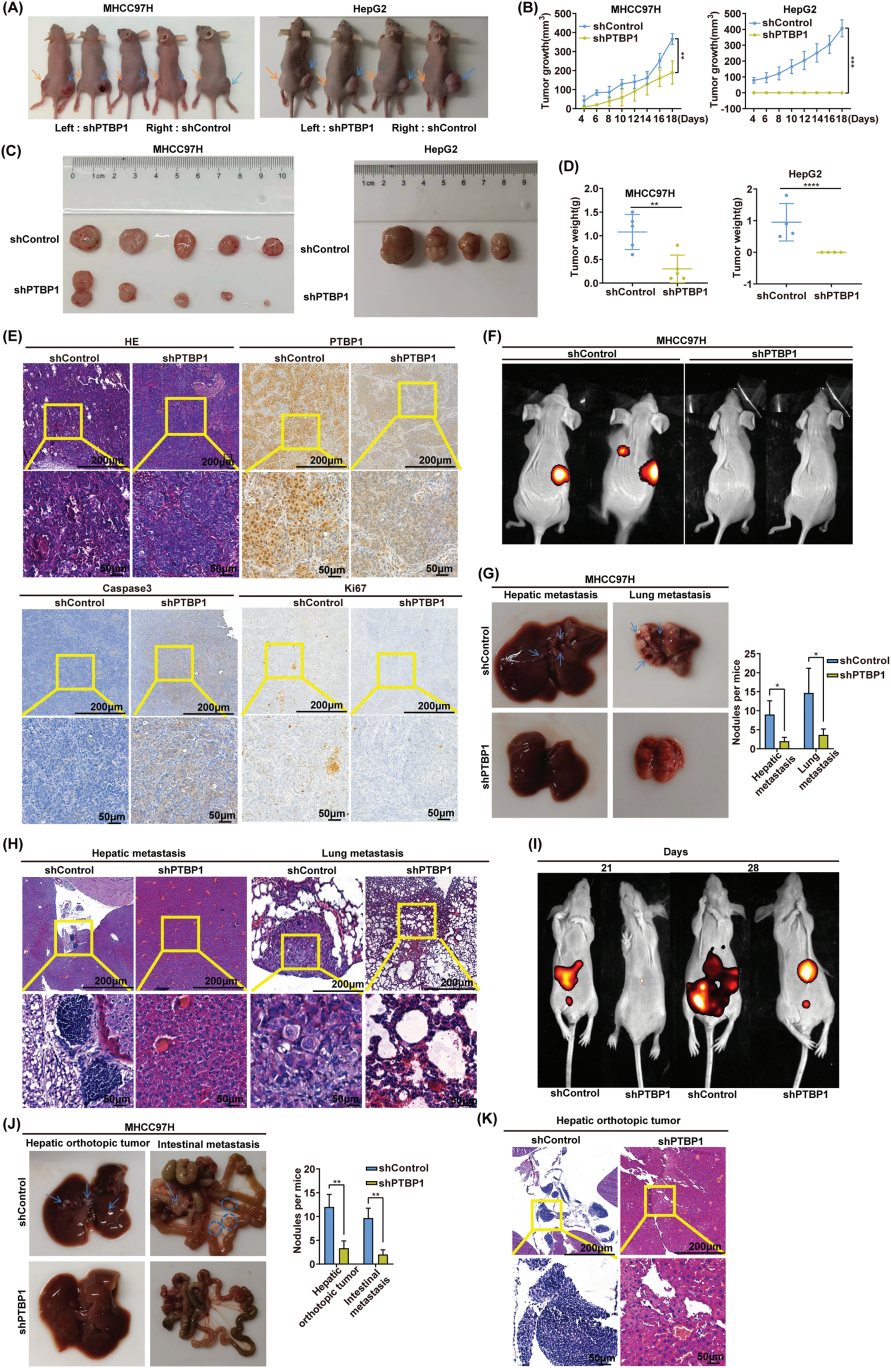
PTBP1 knockdown inhibited tumor growth. (A and C) Representative images of xenograft tumors from shPTBP1-transfected MHCC97H and HepG2 cells in nude mice. (B) Tumor growth curves of shControl or shPTBP1-transfected MHCC97H and HepG2 cells in nude mice over the indicated weeks. **p < 0.01, ***p < 0.001. (D) Tumor weight of each tumor was measured 30 days post-transplantation. Data are presented as mean ± SD. **p < 0.01, ***p < 0.001, ****p < 0.0001. (E) HE staining and IHC were used to analyze the expression of PTBP1, Ki67, and caspase3 in different groups of nude mice. (F–H) MHCC97H cells with stable PTBP1-knockdown or controls (1 × 10^6^ cells) were injected into the tail veins of five nude mice. Lung metastasis luciferase signals, bright-field images, and H&E-stained lung tissue are presented. The number of metastatic foci was quantified. Error bars indicate SD. *p < 0.05. (I–K) Nude mice were intrahepatically injected with 1 × 10^6^ MHCC97H cells stably PTBP1-knockdowned or controls expressing the indicated constructs. After 28 days, the metastasis signal was measured by *in vivo* imaging system, the mice were euthanized, and tumor nodules in the liver and intestine were examined. Bioluminescent, brilliant view, and H&E staining images are displayed. Arrows or circles indicate metastatic nodules. The number of metastatic nodules was quantified. Error bars, SD (*n* = 5 mice/group). **p < 0.01.

### Mechanistic exploration of PTBP1-guided AS in HCC

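RNA of MHCC97H cells, a human hepatocellular carcinoma line, was sequenced in 6 libraries, 3 labelled shControl and 3 labelled shPTBP1, a short hairpin RNA against PTBP1. PTBP1, an RNA-binding splicing regulator that the paper reports to raise or lower exon inclusion, lies on chromosome 19 of hg38 from 797075 to 812327. Its FPKM (fragments per kilobase per 1e6 fragments, as the authors deposited them) was 21.2, 16.4 and 27.4 in shControl 1, 2 and 3 and 17.3, 16.9 and 18.0 in shPTBP1 1, 2 and 3. The log2 fold change of PTBP1 in the libraries labelled shPTBP1 against those labelled shControl was -0.29 (standard error 0.18, adjusted p = 0.953 from edgeR's quasi-likelihood test). This difference lay within the spread of the shControl libraries, 175 ± 42.6 CPM (counts per 1e6 counts) against 144 ± 6.02 in shPTBP1 (SD, n = 3 each). Within the libraries numbered 1 and 2 the log2 fold change of PTBP1 was -0.13 in edgeR (adjusted p = 0.701). The paper's western blot and RT-qPCR of MHCC97H cells (Fig. 2A,B) show less PTBP1 with shPTBP1, which does not settle the labels of these libraries, so a direction given below is between libraries as labelled.
PTBP2, the paralog whose mRNA PTBP1 represses through splicing, had 31.2, 28.7 and 9.20 CPM in shControl and 59.0, 62.6 and 50.5 CPM in shPTBP1, every shPTBP1 library above every shControl library. Its log2 fold change was 1.32 (standard error 0.41, unadjusted p = 0.0152, adjusted p = 0.718 from edgeR), and 1.02 within the libraries numbered 1 and 2 (adjusted p = 0.0644). Of 7 PTBP1 paralogs and partners (PTBP2, PTBP3, RAVER1, RAVER2, MATR3, HNRNPL and HNRNPLL), 0 passed the adjusted threshold in edgeR, over all genes or adjusted over the list alone, and 1, PTBP2, had an unadjusted p under 0.05. By camera of limma at a preset correlation between genes, the list had an adjusted p = 0.403, and 0.0386 without shControl 1. With the correlation estimated over all libraries (0.348), the list had a camera adjusted p of 0.706 (limma).
The deposited file holds FPKM and whole-number estimated counts for 58825 genes on hg38, and the authors' notes list cutadapt, HISAT2 and StringTie. The counts sum to between 68704509 and 85317970 per library. Of the counts from 1 to 40, 32.5% to 34.4% were multiples of 4, and the counts were treated as estimates, not as a tally of fragments. Counts were scaled by TMM (trimmed mean of M-values), 19393 genes passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The libraries differed in more than their labels. Hemoglobin HBB had 807, 513, 535 and 473 CPM in shControl 1, shControl 2, shPTBP1 1 and shPTBP1 2, and 0.579 and 0.583 CPM in shControl 3 and shPTBP1 3. Across genes, which are not independent replicates, log2 CPM of shControl 3 correlated with the shPTBP1 libraries at 0.964, 0.960 and 0.965 and with shControl 1 and 2 at 0.946 and 0.953.

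**Figure D1:**
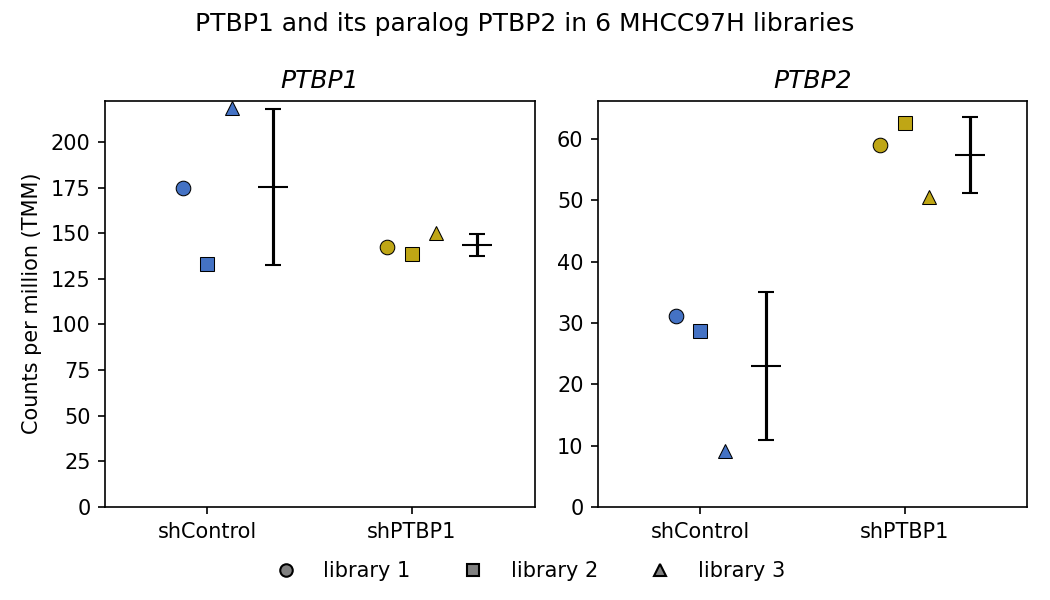
TMM-normalized CPM of PTBP1 (left) and PTBP2 (right) in the 6 MHCC97H libraries, with points for single libraries (the marker gives the library number) and mean ± SD (n = 3) beside them. PTBP1 overlaps between the groups, and PTBP2 lies between 9.20 and 31.2 in shControl and between 50.5 and 62.6 in shPTBP1.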

To elucidate the molecular mechanism underlying PTBP1’s pro-cancer function, we conducted transcriptomic sequencing on PTBP1-depleted MHCC97H cells and corresponding controls (Fig. 4A). 

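In the libraries labelled shPTBP1, 4 genes were higher and 2 were lower than in shControl at an adjusted p under 0.05 from edgeR's quasi-likelihood test. CRIP1, which encodes a small LIM-domain protein, rose from 1.49 ± 0.300 to 22.6 ± 1.35 CPM (SD, n = 3 each), and CLDN12, a claudin of cell junctions, from 14.1 ± 0.244 to 55.0 ± 7.12 CPM. NXPH4, a neurexophilin, rose from 1.98 ± 0.593 to 13.6 ± 1.25 CPM, and GGT1, a gamma-glutamyltransferase, from 23.0 ± 4.33 to 93.5 ± 3.93 CPM. ACTL8, an actin-like protein, fell from 7.34 ± 0.346 to 1.498 ± 0.0723 CPM, and NKTR, a cyclophilin-like protein, from 80.3 ± 10.1 to 25.3 ± 3.34 CPM.
CRIP1 (ENSG00000213145, chromosome 14 of hg38 from 105486317 to 105488947) had a log2 fold change of 3.92 (standard error 0.21, adjusted p = 0.00435 from edgeR). It is 1 of 40 genes whose CPM fell into 2 levels at least 4-fold apart, and the only 1 of these split exactly by label. CLDN12 (ENSG00000157224, chromosome 7 from 90383721 to 90513402) had a log2 fold change of 1.97 (standard error 0.14, adjusted p = 0.0142 from edgeR). For NXPH4 (ENSG00000182379, chromosome 12 from 57216795 to 57226449) it was 2.77 (standard error 0.26, adjusted p = 0.0441 from edgeR). GGT1 (ENSG00000100031, chromosome 22 from 24583750 to 24629005) had a log2 fold change of 2.02 (standard error 0.15, adjusted p = 0.0188 from edgeR), but a second Ensembl gene with the same symbol ran the other way, with 57.7, 67.0 and 72.3 CPM in shControl and 0.0750, 0 and 2.89 CPM in shPTBP1. Summed over both identifiers, GGT1 had 88.9 ± 4.97 CPM in shControl and 93.5 ± 3.39 CPM in shPTBP1 (SD, n = 3 each). ACTL8 (ENSG00000117148, chromosome 1 from 17755313 to 17827063) had a log2 fold change of -2.29 (standard error 0.19, adjusted p = 0.0249 from edgeR) and NKTR (ENSG00000114857, chromosome 3 from 42600614 to 42648741) of -1.67 (standard error 0.15, adjusted p = 0.0382 from edgeR).
The next genes by p-value were not past the adjusted threshold. With higher levels in shPTBP1 these were YTHDF3, a reader of N6-methyladenosine, at a log2 fold change of 1.45, PROSER1 at 0.95, HSPB7 at 1.06, PTGS1 (cyclooxygenase-1) at 2.08, TSPAN8 at 1.66 and the CDK inhibitor CDKN1A at 0.93, with edgeR adjusted p of 0.131 to 0.140. With lower levels these were the ubiquitin ligase RNF185 at -2.25, SLC37A1 at -1.56, LAMTOR3, a scaffold of MEK1 signalling on late endosomes, at -1.30, EPB41L3 at -1.04, CERS5 at -0.97, RETREG2 at -0.79 and RPL32 at -0.69, with edgeR adjusted p of 0.0812 to 0.188. The read-through gene MSANTD3-TMEFF1 was at -2.96 (adjusted p = 0.196 from edgeR), while the sum of its CPM and that of TMEFF1, which it overlaps, was 9.73 ± 1.14 in shControl and 11.7 ± 0.664 in shPTBP1.
Of the 19393 genes tested, 1104 had an unadjusted p under 0.05 in edgeR, 695 higher and 409 lower, and 322 of these also changed at least 2-fold. At an adjusted p under 0.05, DESeq2 gave 168 genes and limma on log2(FPKM + 1) gave 9, each with all 6 genes above among them. The fit of the libraries numbered 1 and 2 alone gave 63 genes, 5 of the 6 among them (not GGT1). A fit of all 6 libraries with number 3 against 1 and 2 as a covariate gave 3 genes, all 3 among the 6. With the library number as a replicate block, an alternative set before the data were examined, 0 genes passed in edgeR and all 6 calls were lost. Without shControl 3 the count was 136, with all 6 kept, and without each of the other 5 libraries in turn it was 2 to 5. CRIP1 stayed past the threshold without any 1 library, whereas NXPH4, ACTL8 and NKTR did so only without shControl 3.

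**Figure D2:**
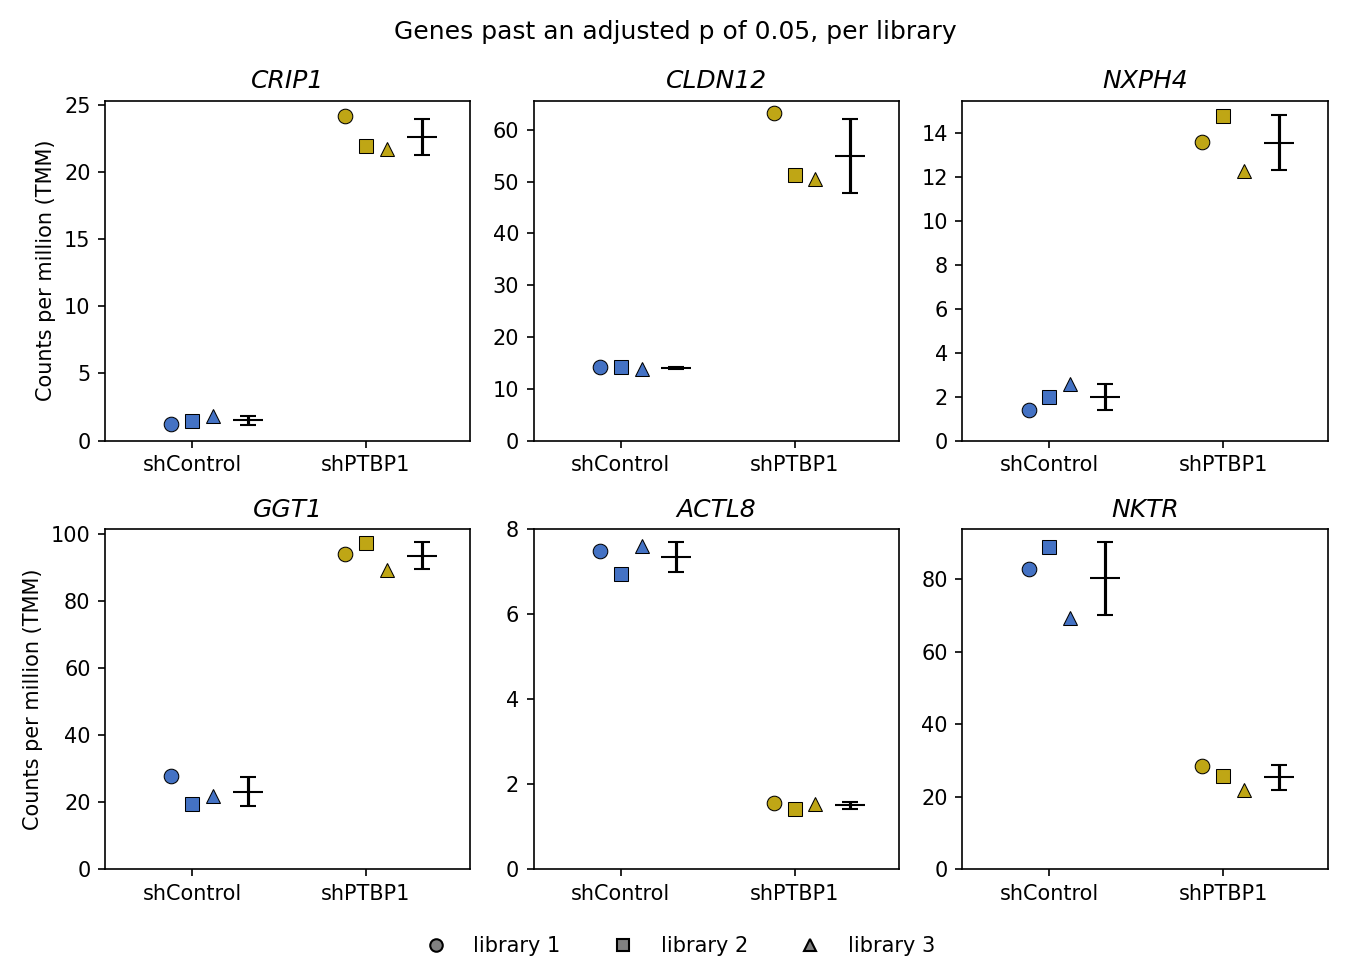
TMM-normalized CPM of the 6 genes past an adjusted p of 0.05, with points for single libraries (the marker gives the library number) and mean ± SD (n = 3) beside them. In each gene the shControl and shPTBP1 libraries do not overlap, as for CLDN12 with 13.8 to 14.2 in shControl and 50.6 to 63.2 in shPTBP1.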

Analysis revealed significant alterations in the expression levels of 518 genes. 

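Among the 322 genes at an unadjusted p under 0.05 and at least 2-fold apart between the groups, 5 belong to the KEGG MAPK signaling pathway. FGF7, a ligand of fibroblast growth factor receptors, RASGRF2, a RAS exchange factor, and LAMTOR3 had lower levels in shPTBP1, and the neurotrophin NTF3 and the calcium channel gene CACNA1D had higher levels. These are 5 of the 236 pathway genes tested, an odds ratio of 1.29 (95% confidence interval 0.411 to 3.08, p = 0.601 by Fisher's exact test, two-sided, adjusted p = 0.795 over 20 terms). The set of 322 was used because fewer than 50 genes passed the adjusted threshold. For the 617 genes at an unadjusted p under 0.05 and at least 1.5-fold the odds ratio was 1.64 (p = 0.0935, Fisher's exact test). For all 1104 genes at an unadjusted p under 0.05 it was 1.54 (p = 0.0664, Fisher's exact test).
Positive chemotaxis was the 1 term of the 20 drawn in Fig. 4B,C that passed the adjusted threshold, with 4 of its 32 tested genes in the set, FGF7 lower and NTF3, SCG2 and SEMA5A higher (odds ratio 8.55, 95% confidence interval 2.17 to 24.7, adjusted p = 0.0372 by Fisher's exact test). The study drew the 20 terms from its changed genes in these samples, so passing here is not independent evidence for a term. For positive regulation of GTPase activity 3 of 283 genes were in the set, AGAP4, HACD3 and MAPRE2, all 3 with lower levels (odds ratio 0.631, adjusted p = 0.795 by the same exact test). For cell proliferation there were 5 of 281 genes, AXIN2, CRIP1, EHF, MAPRE2 and TGFBI (odds ratio 1.07, adjusted p = 0.955 by the same exact test), for signal transduction 20 of 957 (odds ratio 1.28, adjusted p = 0.743 by the same exact test) and for the MAPK cascade 3 of 142, LAMTOR3, RASGRF2 and SCG2 (odds ratio 1.28, adjusted p = 0.795 by the same exact test).
Gene lists fixed before the data were examined cover the same pathways. Of 61 tested components of the RAS-MAPK cascade, 0 passed in edgeR over all genes or adjusted over the list alone, and 6 had an unadjusted p under 0.05, PAK1 and RASGRF2 among the 4 with lower levels and FGFR1 (log2 fold change 0.37) and SOS2 (0.47) with higher levels. Of 28 transcriptional targets and feedback genes of ERK, 0 passed in edgeR and 2 had an unadjusted p under 0.05, FOS at a log2 fold change of 0.74 and PHLDA1 at 0.69. Of 26 genes of G1/S and DNA replication, 0 passed in edgeR and 0 had an unadjusted p under 0.05. Of 26 genes of G2/M and mitosis, 0 passed in edgeR and 1, HMMR at -0.35, had an unadjusted p under 0.05. As whole lists, none of these 4 was shifted by camera (adjusted p = 0.486 for both MAPK lists, 0.403 for each cell cycle list, limma). Without shControl 3, however, the G2/M list was shifted down at a preset correlation between genes (camera, adjusted p = 0.0343, limma). With the correlation estimated over all libraries (0.367), the G2/M list had a camera adjusted p of 0.821 (limma). With the thresholds of the 322 genes, the odds ratio of the MAPK pathway was 1.18 in DESeq2 (p = 0.650, a setting chosen after seeing the data), 1.56 in limma (p = 0.479) and 2.13 in edgeR without shControl 1 (p = 0.0442), by Fisher's exact test. For sets past the adjusted threshold, which differ in form, it was 2.86 for the 168 genes of DESeq2 (p = 0.0567 by Fisher's exact test) and 0.624 for the 136 genes without shControl 3.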

GO and KEGG analyses indicated that these genes strongly correlated with enhanced GTPase activity, cellular proliferation, signal transduction, and the MAPK/ERK signaling pathway (Fig. 4B,C), further substantiating PTBP1’s role in HCC growth. Western blot results corroborated PTBP1’s activation of downstream MAPK/ERK signaling pathways (Fig. 4D, Fig. S3C). To validate the accuracy of our RNA-Seq findings, we selected 13 distinct genes for verification using stable HCC cell lines with PTBP1 knockdown and overexpression. The results largely aligned with the sequencing data (Fig. 4E).

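All 12 genes drawn in Fig. 4E (the label GITED2 was read as CITED2) had negative log2 fold changes in the libraries labelled shPTBP1, from -1.90 for FGF7 to -0.59 for IGFBP4. FGF7 was at -1.02 within the libraries numbered 1 and 2, and had 3.57 CPM in shControl 3 against 1.04 and 1.51 CPM in shControl 1 and 2. Over all genes 0 of the 12 passed the adjusted threshold in edgeR (smallest adjusted p = 0.537), 8 had an unadjusted p under 0.05, and 7 were lower when adjusted over the list alone. DESeq2 called 2, MAPT and MAPRE2, and limma on log2(FPKM + 1) called 0 of the 8 it tested. The study chose these genes on these samples, so the list is not independent evidence of its direction.
MAPT, which encodes the microtubule-associated protein tau, lies on chromosome 17 of hg38 from 45894382 to 46028334. It had 7.01, 9.88 and 11.0 CPM in shControl and 4.64, 5.59 and 4.36 CPM in shPTBP1, a log2 fold change of -0.93 (standard error 0.23, unadjusted p = 0.00432 and adjusted p = 0.0305 over the list alone, edgeR). Its mean was 0.527 FPKM in shControl and 0.270 FPKM in shPTBP1, over all its isoforms. MAPRE2, a protein of microtubule plus ends, had 37.0 ± 14.4 CPM in shControl and 17.8 ± 1.52 CPM in shPTBP1 (SD, n = 3 each), a log2 fold change of -1.06 (standard error 0.30, adjusted p = 0.0305 over the list alone, edgeR). FGF7 had 2.04 ± 1.34 CPM in shControl and 0.546 ± 0.153 CPM in shPTBP1, RASGRF2 1.08 ± 0.129 and 0.466 ± 0.154 CPM, and the growth factor TGFB2 5.04 ± 0.846 and 2.80 ± 0.545 CPM (SD, n = 3 each), so that their fold changes rest on low levels. The kinase PAK1 was at -0.69 and the neuregulin NRG2 at -0.69, the other members past the threshold over the list alone.
IGFBP4 (log2 fold change -0.59), the death-effector protein PEA15 (-0.62), YAP1, the coactivator of Hippo signalling (-0.63), the p38 kinase MAPK14 (-0.83) and CITED2 (-0.93) did not pass there. MAPK14 had 165.4 CPM in shControl 2 and between 41.9 and 49.3 CPM in the other 5 libraries, and its log2 fold change was 0.08 without shControl 2. YAP1 had 1148 CPM in shPTBP1 2 against 474 and 447 CPM in shPTBP1 1 and 3, and 847 to 1184 CPM in shControl. In 8 of the 12 genes every shPTBP1 library lay below every shControl library. Within the libraries numbered 1 and 2 all 12 log2 fold changes were negative and 0 passed the adjusted threshold in edgeR (4 at an unadjusted p under 0.05), and between shControl 3 and shPTBP1 3, a comparison with no test, 11 of 12 were. As a list, the panel was shifted down (camera, adjusted p = 1.73e-12 over 25 lists, limma), with an adjusted p = 0.0893 with an estimated correlation and adjusted p = 0.0297 by fry.
From the functions of its changed genes and the western blots of Fig. 4D, the paper reasons that PTBP1 activates the MAPK/ERK pathway in these cells. It also reports less cyclin D1 and c-MYC after knockdown of MAPT-L (Fig. 5E). The paper takes the RT-qPCR of Fig. 4E, in lines with PTBP1 knockdown and overexpression, as the check of its sequencing. The values here are mRNA levels per gene, so they do not test protein levels or phosphorylation of ERK.

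**Figure D3:**
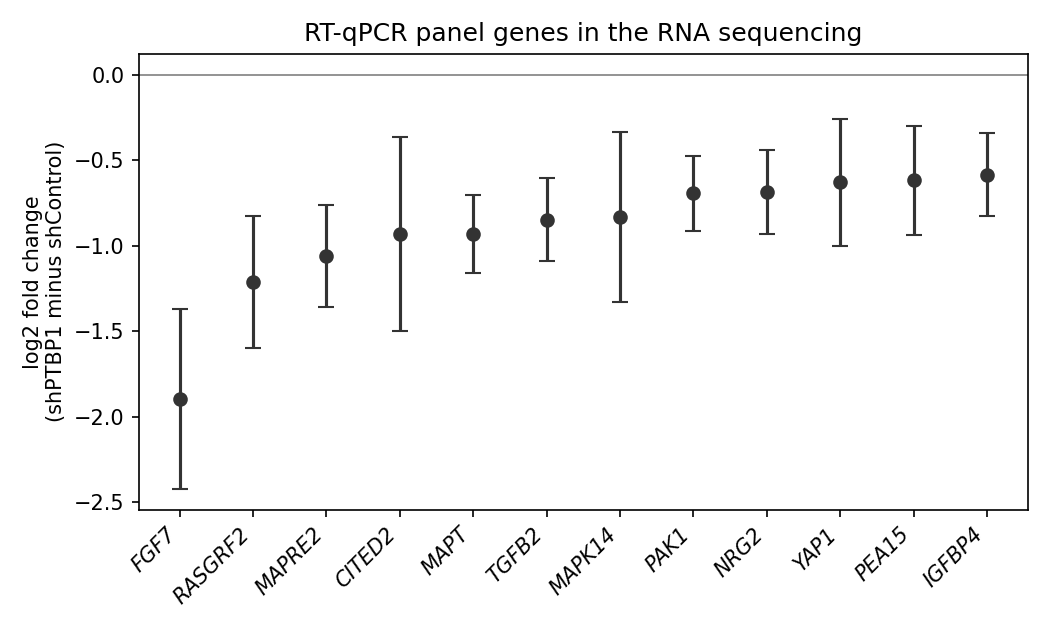
Log2 fold change (shPTBP1 minus shControl) of the 12 genes of the RT-qPCR panel in the RNA sequencing, with the standard error from edgeR as bars (3 libraries per group). All 12 points lie below 0, from -1.90 (FGF7) to -0.59 (IGFBP4).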

**Figure 4:**
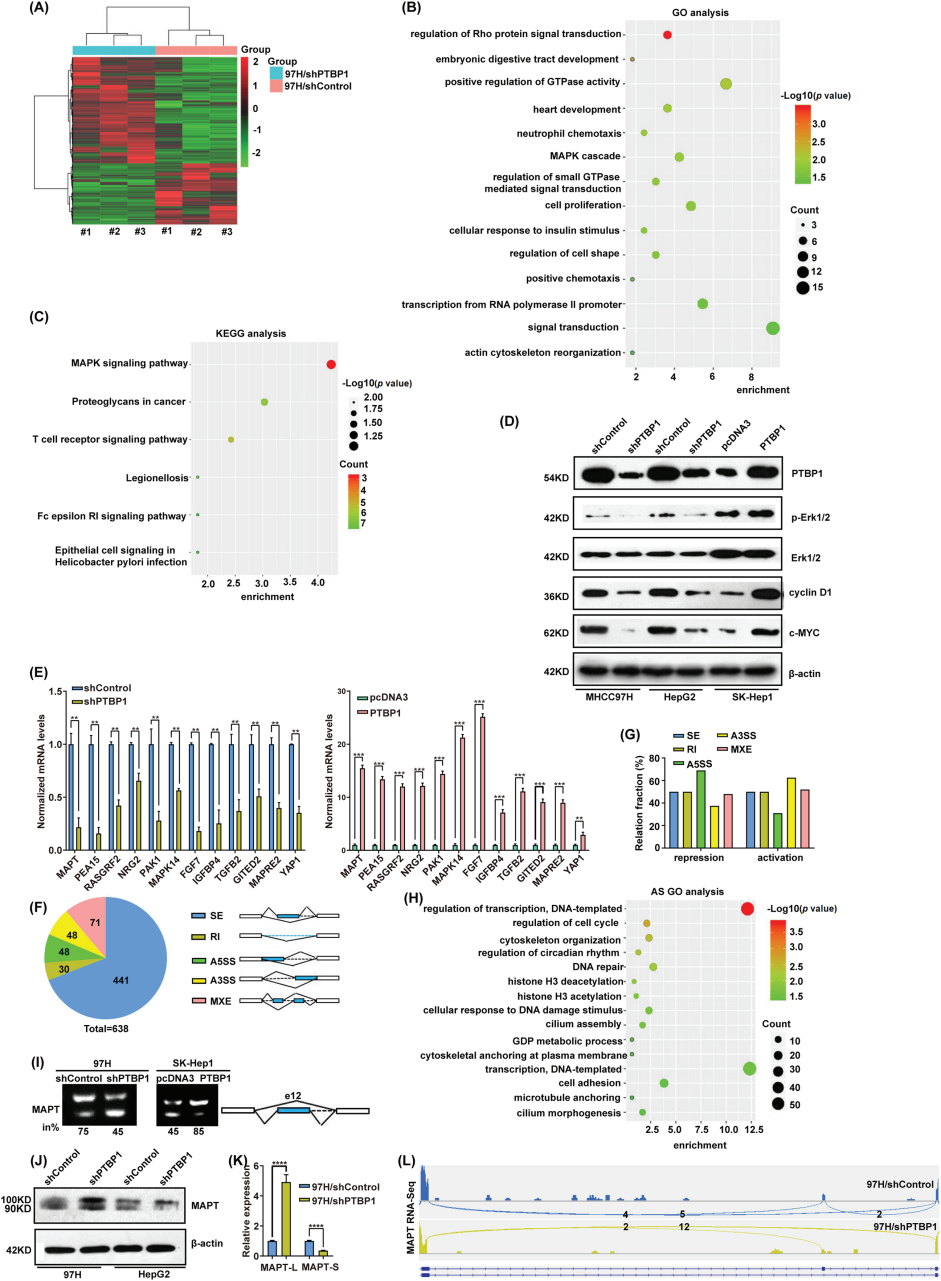
Mechanistic exploration of PTBP1-guided AS in HCC. (A) Heatmap illustrating differentially expressed genes following PTBP1 knockdown. (B) KEGG analysis of enriched pathways in HCC cells with PTBP1 knockdown. (C) Pathway enrichment GO analysis of distinctly expressed genes between shControl and shPTBP1 97H cells. (D) MAPK/ERK signaling pathway marker expression in shControl and shPTBP1 MHCC97H cells. (E) Target gene expression verified by RT-qRCR. (F) PTBP1-affected AS events in MHCC97H cell lines. (G) Relative proportion of AS events affected positively (activation) or negatively (repression) by PTBP1 in each category. (H) GO analysis of enriched pathways in MHCC97H cells with PTBP1-affected AS events. (I) Inclusions of MAPT-L and MAPT-S examined by RT-PCR in MHCC97H, with schematic structure of each PCR product indicated on the right. Alternative exons/introns affected by PTBP1 are highlighted in blue. The percentage of total products that were exon or intron inclusion products (in %) are provided below each gel. (J) and (K) MAPT isoform expression levels examined in PTBP1 stably silenced MHCC97H by Western blot and RT-qRCR. (L) Schematic diagram of RNA-seq reads covering MAPT exon 12 between PTBP1 shRNA stably transduced and control MHCC97H cells. All of the data are representative of at least three independent experiments. Data are presented as the mean ± SD. **p < 0.01, ***p < 0.001, ****p < 0.0001.

Subsequently, we analyzed the AS events regulated by PTBP1 and identified 638 AS events that showed significant changes (IncLevelDifference ≥ 0.2, false discovery rate < 0.05). These included 441 cases of skipped exon (SE), 30 cases of retained intron (RI), 48 cases of alternative 3′ splice site (A3SS), 71 cases of mutually exclusive exons (MXE), and 48 cases of alternative 5′ splice site (A5SS) (Fig. 4F–G). The mRNA splicing patterns were observed in genes involved in cell cycle regulation, DNA repair, and response to DNA damage stimuli (Fig. 4H).

To verify the accuracy of our RNA-Seq results, we validated 12 PTBP1-affected AS events (Fig. 4I, Fig. S2). The findings confirmed that PTBP1 exhibited the capacity to either enhance or suppress (Fig. 4G) the splicing of the examined exons/introns.

We specifically examined the *MAPT* gene among the confirmed PTBP1-affected AS events, as its transcripts exhibited a significant shift towards the isoform lacking exons following PTBP1 knockdown (Fig. 4I–K). Initially, we analyzed the expression of exons and identified two primary transcripts: full-length MAPT (containing exon 12, termed MAPT-L) and truncated MAPT (lacking exon 12, termed MAPT-S) (Fig. 4L). The suppression of exon 12 inclusion decreased MAPT protein (MAPT-L) expression and enhanced MAPT-S expression, aligning with the transcriptome sequencing results (Fig. 4I–K).

### MAPT-L isoform enhances the oncogenic capacities of HCC cells

Having established PTBP1’s role in promoting the production of complete MAPT-L, our subsequent investigation focused on elucidating the role and mechanism of MAPT-L in hepatocarcinogenesis. Western blot analysis and RT-qPCR confirmed that three distinct shRNAs targeting exon 12 specifically silenced the MAPT-L isoform (Fig. 5A,B). Stable sub-cell lines expressing control shRNA and MAPT-L shRNA were utilized to determine that MAPT-L knockdown significantly reduced cell invasion (Fig. 5C). MTS assays demonstrated that MAPT-L knockdown effectively inhibited the growth of HCC cells (Fig. 5D). Furthermore, MAPT-L knockdown effectively downregulated cyclinD1 and c-MYC (Fig. 5E, Fig. S3D).

**Figure 5:**
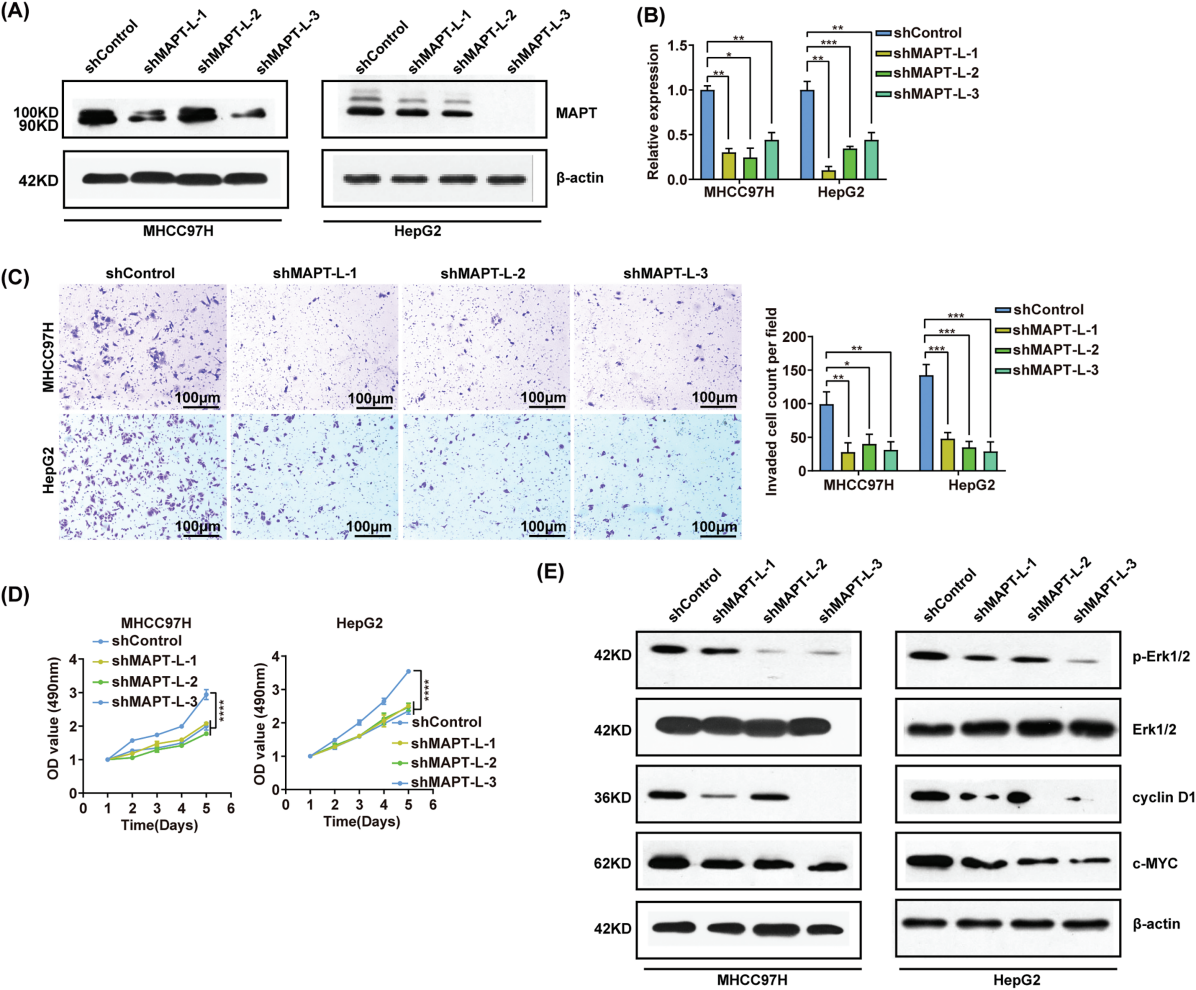
MAPT-L isoform enhances HCC cells oncogenic capacities. (A and B) MAPT-L was efficiently knocked down in MHCC97H and HepG2 cells by MAPT-L shRNA (sh-MAPT-L-1, sh-MAPT-L-2, sh-MAPT-L-3) transfection, as verified by Western blot and RT-qRCR. (C) Transwell invasion assay results. Scale bars, 100 μm. (D) Growth curves of the indicated shRNA-transfected MHCC97H and HepG2 cells. (E) MAPK/ERK signaling pathway marker expression in shControl, shMAPT MHCC97H, and HepG2 cells. Error bars, SD from three independent experiments performed in triplicate. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### MAPT isoforms exhibit diverse biological functions

Based on the aforementioned findings, we investigated potential differences in the biological functions of the two MAPT isoforms (MAPT-L and -S). To examine the distinct roles of MAPT isoforms (Fig. 6A,B), we established stable overexpression of either MAPT-L or MAPT-S in MHCC97H cells (Fig. 6A,B). Notably, the results demonstrated that the MAPT-L isoform exhibited a more pronounced effect on the proliferation, invasion, and migration abilities of MHCC97H cells, whereas MAPT-S had minimal impact (Fig. 6C,E). In animal trials, the MAPT-L overexpression group displayed increased growth rates of HCC xenografts compared to the control group (Fig. 6F,K). These findings suggest that MAPT-L significantly enhances the growth, motility, and infiltration of HCC cells, while MAPT-S lacks these oncogenic properties.

**Figure 6:**
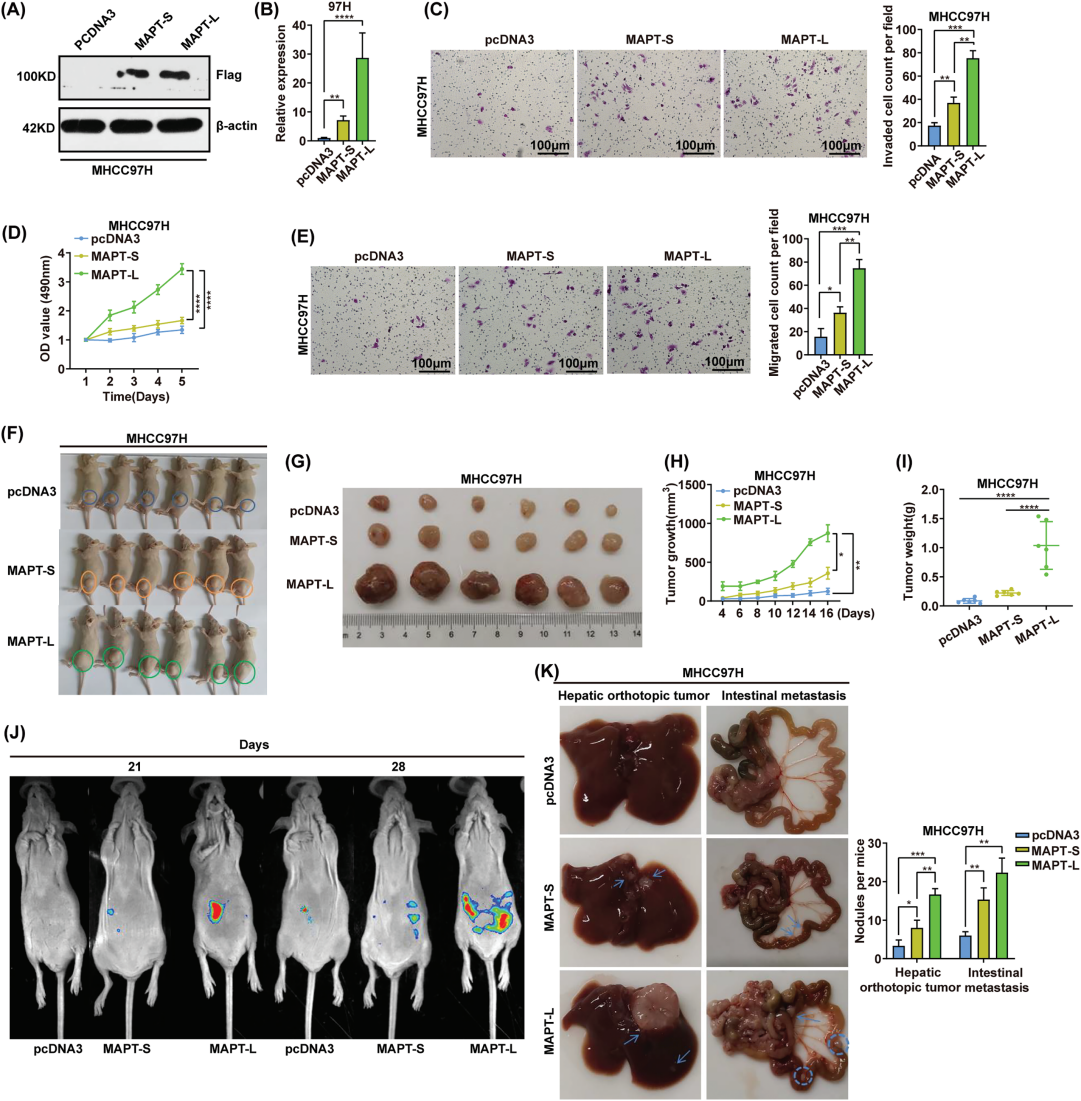
MAPT isoforms exhibit distinct biological functions. (A and B) Western blot and RT-qPCR analyses were conducted to confirm the overexpression of MAPT-L and MAPT-S isoforms in MHCC97H cells. (C and E) Transwell assays were employed to assess the invasive and migratory capabilities of MHCC97H cells stably expressing MAPT-L, MAPT-S, and control cells. (D) MTS assays were performed on MHCC97H cells transfected with MAPT-L or MAPT-S. Scale bars, 10 0 μm. Error bars represent SD from three independent experiments conducted in triplicate. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (F–I) The effects of MAPT-L or MAPT-S overexpression in MHCC97H cells on subcutaneous tumor growth were evaluated. Images of mice 16 days post-injection are presented. Tumor volumes were measured at 2-day intervals (H). The mice were 21 days post-injection, and the tumors were excised and weighed (G, I). n = 6 mice per group. *p < 0.05, **p < 0.01, ****p < 0.0001. (J and K) 1 × 10^6^ MHCC97H cells stably expressing MAPT-L or MAPT-S were intrahepatically injected into BALB/c nude mice to induce peritoneal dissemination (n = 5 mice/group). Representative bioluminescent and bright-field images are shown. Arrows or circles indicate metastatic nodules. The number of metastatic nodules was quantified. *p < 0.05, **p < 0.01, ***p < 0.001.

## Discussion

AS plays a crucial role in gene regulation, yet the precise mechanisms by which the AS machinery is activated or deactivated in malignancies remain largely unknown. This study conducted an extensive investigation into the splicing factor PTBP1 and its subsequent AS landscape in hepatocellular carcinoma. The research identified a critical AS target, MAPT, which demonstrated a strong correlation with the initiation and progression of HCC, as well as patient prognosis. In conclusion, the findings suggest that PTBP1 promotes cancer development by regulating the AS of tumor-associated genes, underscoring the significance of AS as a key regulator of tumor formation.

The human PTBP1 gene is located on chromosome 19p13. This locus frequently demonstrates amplification, which correlates with poor prognoses across various tumor types [24,25]. Moreover, extensive and rigorous studies conducted by other researchers have consistently shown that PTBP1 is significantly overexpressed in diverse malignancies, playing a critical role in oncogenesis by regulating the AS of multiple genes intricately involved in cancer development [26–29]. In this study, we demonstrate that PTBP1 exhibits elevated expression in HCC, and this upregulation is associated with a higher malignancy grade, including histological grade, and a poorer prognosis. Further functional tests confirmed that the reduction of PTBP1 results in a decrease in the *in vitro* proliferation, migration, and invasion of HCC cells, as well as the inhibition of hepatocarcinoma xenograft growth and infiltration *in vivo*. Additionally, the overexpression of PTBP1 enhanced the growth and infiltration of the HCC cell line. These findings suggest that PTBP1 plays a crucial role in promoting hepatocarcinogenesis and may have prognostic value as a biomarker in patients with hepatocarcinoma.

The molecular mechanism by which PTBP1 regulates AS in hepatocarcinoma remains elusive, primarily due to the diverse PTBP1- regulated AS networks implicated in tumorigenesis across different cancer types [30–32]. This study aimed to elucidate this mechanism by employing RNA-Seq to identify significant expression changes and PTBP1-affected AS events in MHCC97H cell lines. The analysis revealed hundreds of such events, with the MAPK/ERK signaling pathway significantly associated with the affected genes. Notably, the SE category emerged as the most prevalent splicing pattern among the AS events observed. PTBP1-regulated genes demonstrated enrichment in pathways controlling cell cycle, DNA repair, and cellular response to DNA damage stimulation. These findings strongly indicate that PTBP1, akin to numerous other splicing factors [33], modulates exon inclusion or exclusion in a position-dependent manner.

Among the multiple AS targets of PTBP1 identified in hepatocarcinoma, this study focused on the MAPT gene due to the significant alteration of its mature mRNA products to the exon-skipped variant following PTBP1 knockdown. Experimental findings revealed that PTBP1 influenced the AS of MAPT pre-mRNA by facilitating the incorporation of exon 12, resulting in the activation of the complete MAPT isoform. The microtubule-associated MAPT gene has been demonstrated to possess diverse functions, including dsDNA stabilization, rDNA heterochromatinization, chromosomal stability maintenance, and potential regulation of nuclear genes [34]. Recently, tau has emerged as a potential indicator for breast and stomach cancers [35–37]. Patients with high Tau showed a trend of poor survival in terms of PFS [38,39]. The nested case-control study showed that the use of raloxifene (targeting MAPT) was associated with 35% reduced breast cancer risk [40]. Previous research has suggested that the absence of MAPT expression may serve as a criterion for identifying gastric and breast cancer patients likely to respond positively to paclitaxel therapy [36,41]. Our study demonstrated that the full-length isoform of MAPT (MAPT-L) exhibited hepatocarcinoma-promoting effects by enhancing HCC cell proliferation, migration, and invasion. Although other mediators may be involved, these data indicate that MAPT-L is a crucial “bridge” molecule mediating PTBP1’s oncogenic effects in HCC. Furthermore, MAPT regulates oncogenic activity through the MAPK/ERK pathway [42]. Based on this information, it can be reasonably inferred that PTBP1 regulates the splice switching of MAPT, thereby contributing to oncogenesis and disease progression.

While our findings elucidate the specific function of PTBP1 in HCC and identify a crucial AS target, MAPT, which demonstrates a strong association with the initiation and progression of HCC and patient prognosis, further investigation is necessary to elucidate MAPT’s function *in vivo*.

## Conclusion

In conclusion, this study elucidates the tumorigenic roles of PTBP1 and the MAPT-L isoform of MAPT in liver cancer cell migration, invasion, and metastasis. The involvement of PTBP1, a splicing factor, in hepatocarcinogenesis and malignant progression is mediated through its facilitation of exon 12 inclusion in MAPT pre-mRNA and subsequent induction of full-length isoform expression. These findings suggest that PTBP1 and MAPT-L have the potential to serve as novel prognostic biomarkers and therapeutic targets for HCC.

## Supplementary Materials

Figure S1 PTBP1 promotes HCC cell growth, invasion, and migration. Assessment of PTBP1 expression in SK-Hep1 cells transfected with pcDNA3.1 and PTBP1(A, B). MTS(C), invasion(D), and migration assays in SK-Hep1 cells transfected with pcDNA3.1 and PTBP1(E). Scale bars, 100 μm. Error bars represent SD from three independent experiments performed in triplicate. *p<0.05, **p<0.01, ***p<0.001.

Figure S2 RT-PCR validation of PTBP1-affected AS events. The structure of each PCR product is schematically represented on the right. Alternative exons/introns influenced by PTBP1 are highlighted in blue.

Figure S3 The quantitative of IHC results and WB. (A) The quantitative of Fig1A. (B) The quantitative of Fig3E. (C) The quantitative of Fig4D. (D) The quantitative of Fig5E. All of the data are representative of at least three independent experiments. In our analysis, ns indicate no significant difference. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

## Data Availability

The authors have uploaded the data to GEO and listed the GEO accession number. Transcriptomics data were downloaded from GEO database under accession number GSE250316.

## Abbreviations

AS: Alternative splicing
PTBP1: Polypyrimidine tract binding protein 1
HCC: Hepatocellular carcinoma
MAPT: microtubule-associated protein tau
MAPK/ERK: Mitogen-Activated Protein Kinase–Extracellular Signal-Regulated Kinase
RNA-Seq: RNA sequencing
Pre-mRNA: precursor mRNA
TCGA-LIHC: The Cancer Genome Atlas Liver Hepatocellular Carcinoma
IHC: Immunohistochemistry
FBS: Fetal bovine serum
IACUC: The Institutional Animal Care and Use Committee
RT-QPCR: Quantitative real-time PCR analysis
RT-PCR: Reverse Transcription-Polymerase Chain Reaction
TCGA: The Cancer Genome Atlas
SE: Skipped exon
RI: Retained intron
A3SS: Alternative 3’ splice site
MXE: Mutually exclusive exons
A5SS: alternative 5’ splice site
MAPT-L: Full-length MAPT, containing exon 12
MAPT-S: truncated MAPT, deleting exon 12

# Supplementary material for: Splicing factor PTBP1 promotes hepatocarcinogenesis via oncogenic splice-switching of MAPT
**Source:** Oncol Res. 2025 Apr 18;33(5):1121–33. doi: 10.32604/or.2025.060958
**Supplement:** Supplementary file 4

Table S1 Relationship between PTBP1 protein expression and clinicopathological characteristics of the 71 HCC patients

| Parameters | Number | PTBP1 High  （n=31） | | PTBP1 Low  (n=40) | | *p*-value |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | Number | Rate（%） | Number | Rate（%） |  |
| Sex |  |  |  |  |  | 0.662 |
| Male | 61 | 33 | 54.1 | 28 | 45.9 |  |
| Female | 10 | 7 | 70.0 | 3 | 30.0 |  |
| Age |  |  |  |  |  | 0.166 |
| ≥55 | 30 | 16 | 53.3 | 14 | 46.7 |  |
| <55 | 41 | 24 | 58.5 | 17 | 41.5 |  |
| Tumor size(cm) |  |  |  |  |  | 0.120 |
| ≥5 | 48 | 24 | 50.0 | 24 | 50.0 |  |
| <5 | 23 | 16 | 69.6 | 7 | 30.4 |  |
| Grade |  |  |  |  |  | <0.001 |
| Ⅰ | 10 | 9 | 90.0 | 1 | 10.0 |  |
| Ⅱ | 24 | 20 | 83.3 | 4 | 16.7 |  |
| Ⅲ | 37 | 11 | 29.7 | 26 | 70.3 |  |
| AFP (ug/L) |  |  |  |  |  | 0.337 |
| ≥400 | 21 | 10 | 47.6 | 11 | 52.4 |  |
| <400 | 50 | 30 | 60.0 | 20 | 40.0 |  |
| HBV/ HCV  infection |  |  |  |  |  | 0.878 |
| Yes | 59 | 33 | 55.9 | 26 | 44.1 |  |
| No | 12 | 7 | 58.3 | 5 | 41.7 |  |

Note: ****p*< 0.001.

# Supplementary material for: Splicing factor PTBP1 promotes hepatocarcinogenesis via oncogenic splice-switching of MAPT
**Source:** Oncol Res. 2025 Apr 18;33(5):1121–33. doi: 10.32604/or.2025.060958
**Supplement:** Supplementary file 5

Table S2 Primers sequences used for PCR

| **Name** | **Primers (5′ –3′)** |  |
| --- | --- | --- |
| BRD1(exo11) | Forward  Reverse | GTAATCAGTACCAAATGAGAAGGA  AAAGCCGATGGTGAAAC |
| CD44(exo15) | Forward  Reverse | CTCATTGCCCAGCGGACCCCAGACT  CACTGGGGGGGAATGCG |
| DAG1(exo4) | Forward  Reverse | AGGAAGAAACCGACGGAGCGAGGAC  CTGGGAGAGACAGTCGTAT |
| FGFR3(exo8) | Forward  Reverse | GTCACGGAAAGCTGGCGAAGCGAG  AGCGTCACAGCCGCCACAAC |
| MAP4K2(exo9) | Forward  Reverse | GCGTCGCCTCGCGTCGGCTCCGTAG  AGTTTGGGCGTCTGTAA |
| MAP2K5(exo13,14) | Forward  Reverse | GCCTTCATCCTACTCCTCTCGCCAC  AGTGCTAACTCCAAAATCA |
| MAPK3(exo3) | Forward  Reverse | GACTCCGTGAGACTCTGAGGTGCCG  TTCAATTTCAATGACTTCG |
| PYCR1(exo8) | Forward  Reverse | CTAGGTGCAGGTGCCTCGTGACGG  ATGCCTGGACCCTCTGG |
| ROBO1(exo22) | Forward  Reverse | GCACTAATAGTAATACAGATAACGG  TCCCTCCACTGATGACA |
| SIRT7(exo6) | Forward  Reverse | CTACCGTGTGAGGCGGAAGCAGAAG  GCGTCCCAGTTCAAAGG |
| GAPDH | Forward  Reverse | AATGGGCAGCCGTTAGGAAA  GCCCAATACGACCAAATCAGAG |
| PTBP1 | Forward  Reverse | GCTGTCATTTCCGTTTGC  GGGTCGGTTCCTGCTATT |

How the deposited data were processed for this re-analysis (not part of the article)

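RNA sequencing of MHCC97H cells, an established human hepatocellular carcinoma line, was analysed in 6 libraries, shControl 1, 2 and 3 and shPTBP1 1, 2 and 3. The labels do not say which hairpin or hairpins the shPTBP1 libraries carry or whether a number marks a shared day. The authors deposited 1 table of 58825 genes with FPKM and counts per library and with GO and KEGG annotation. Their notes list cutadapt 1.9, FastQC, HISAT2 2.2.1 and StringTie and the genome build hg38, without settings, and the paper's text gives only a general threshold of p < 0.05 and general tests (Student's t-test and ANOVA among them), with no processing, test or threshold named for the changed genes of the RNA-seq. The deposited counts are whole numbers but were treated as estimated counts, since among those from 1 to 40 between 32.5% and 34.4% were multiples of 4 in each library, and they were used as they stand after rounding. If each fragment added 4, the totals would stand for 17.2 to 21.3 times 1e6 fragments, but the reason for the multiples of 4 was not tested and the depth in fragments is not known. The FPKM deposited by the authors hold the same information as the counts: in 5620 genes with at least 5 FPKM in each library, the ratio of count to FPKM, centred on the median of each library, varied between libraries by a median of 0.00136 on the log2 scale. Intervals cover counting error only.

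Counts were tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F test with TMM scaling after its filter on low counts, which kept 19393 genes, without covariates. P-values were adjusted by the Benjamini-Hochberg method, and genes at an adjusted p under 0.05 were counted as changed. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. Values per library are TMM-normalized CPM (counts per 1e6), except that those of blood-cell transcripts, of genes at 2 levels and of sums over identifiers are CPM of the library total. Where a symbol has several Ensembl identifiers, the lowest was used. Genes were placed on hg38 with GENCODE release 29, which holds 58552 of the 58825 identifiers. Counting by strand is not stated, so reads of overlapping genes cannot be assigned with certainty.

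Terms of Fig. 4B,C, 20 in all, were tested with the annotation in the deposited table by Fisher's exact test, two-sided, among the genes tested. Because fewer than 50 genes passed the adjusted threshold, the set tested was that at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1. Gene lists, 25 in all, were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry; some genes, terms and lists are not reported here. The named genes were PTBP1, every gene the paper names in its results text, Fig. 4D, Fig. 4E or Table S2, up to 10 genes per direction with the largest change among those past the threshold, with at least 1 FPKM in the higher group and no overlap between the groups, filled by the smallest p-values among genes with at least 1 FPKM and said to be not past the threshold, and up to 4 members of each list with the smallest p-values. This rule, the lists, the tests and most alternatives were fixed before the data were examined.

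The edgeR steps were tested on simulated data with the means and library sizes of shPTBP1 against shControl. With a spread taken from the trend over 18721 genes, 41.1% of genes changed 2-fold and 73.7% of those changed 4-fold were called, and 2 unchanged genes were. With gene-wise spreads over 18635 genes these were 20.8% and 62.1%, and 4 unchanged genes.

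Alternatives were DESeq2 1.42.0, edgeR without the filter, limma on log2(FPKM + 1) with a mean of at least 1 FPKM, changes of its pseudocount, filter, scaling, moderation and library weights, other thresholds, a replicate block and leaving out each library. Alternatives chosen after seeing the data were the libraries numbered 1 and 2 only, number 3 against 1 and 2 as a covariate, counts divided by 4, the test without genes at 2 levels, DESeq2 with an unadjusted threshold, and a background of genes with a KEGG pathway. Lists of red-cell, neutrophil and monocyte, and lymphocyte markers were added at the same stage. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures. Splicing events and exon 12 of MAPT were not analysed here, since the deposited values are per gene.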

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

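The tests of causes below, and all tests on blood-cell transcripts and genes at 2 levels, were chosen after these patterns were seen. The interferon list and its edgeR and camera tests were fixed before the data were examined. The paper does not name 4 genes that rose past the adjusted threshold (edgeR), with every shPTBP1 library above every shControl library: CRIP1 (log2 fold change 3.92), NXPH4 (2.77), GGT1 (2.02) and CLDN12 (1.97). GGT1 summed over its 2 Ensembl identifiers had a log2 ratio of 0.07 between the groups.

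Most interferon-stimulated genes, though not MX1, MX2 or CXCL10, were low in shControl 1 and shControl 2 and higher in the other 4 libraries, as ISG15 with 8.25 and 9.77 CPM against 48.5 in shControl 3 and 38.7, 42.0 and 48.1 in shPTBP1, and IFIT1 with 36.6 and 36.3 CPM against 138, 115, 104 and 163. Of 25 tested, 23 had a positive log2 fold change, 0 passed in edgeR over all genes or adjusted over the list alone and 3 had an unadjusted p under 0.05 (camera adjusted p = 3.72e-11, limma; adjusted p = 0.645 with an estimated correlation). The knockdown as the cause in every library is argued against by shControl 3, as far as 1 library can tell and if its label holds. Over the 19 genes at least 2-fold apart in numbers 1 and 2, the median position of shControl 3 was 1.14. The scale runs from 0 (shControl 1 and 2) to 1 (shPTBP1 1 and 2). A mislabelled shPTBP1 library is argued against only in part by the other genes called in numbers 1 and 2 (51 of 53, as 2 were not tested over all 6 libraries). Of these, 24 lay nearer shControl in shControl 3 and 10 in shPTBP1 3 (exact McNemar test over genes, which are not independent, p = 0.00661). PTBP1 was highest in shControl 3, with 218 CPM against 138 to 150 in shPTBP1, though its groups overlap. PTBP2 was lowest in shControl 3, with 9.20 CPM against 50.5 to 62.6 in shPTBP1. Both values lie away from those of shPTBP1. In shControl 3, however, 27 of the 51 other genes lay nearer shPTBP1. The median position on the same scale was 0.602 in shControl 3 and 0.912 in shPTBP1 3. What raised the interferon genes in shControl 3 stays open, and an effect of the knockdown in numbers 1 and 2 beside another cause in shControl 3 was not tested.

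Transcripts of red cells, neutrophils and monocytes were present in shControl 1, shControl 2, shPTBP1 1 and shPTBP1 2 and nearly absent from shControl 3 and shPTBP1 3, with 758 to 1274 CPM over 10 red-cell markers against 2.07 and 1.37, and 23.5 to 40.4 CPM over 11 neutrophil and monocyte markers (among them S100A9, LYZ and MNDA) against 0.0579 and 0.109. Of 10 lymphocyte markers, 6, such as PTPRC, were higher in all 4 of these libraries than in both numbered 3, but their sum was 4.43 to 8.58 CPM against 3.08 and 4.12, where IL7R and LTB made up most of the latter. The knockdown as the cause is argued against by the globins HBB, HBA1 and HBA2, whose CPM in shPTBP1 1 and 2 was 0.768 times that in shControl 1 and 2. RNA from blood cells stays open: of the 17 markers with at least 1 CPM in any library, 15 lay at least 10-fold above the libraries numbered 3 and IL7R and LTB did not, and markers listed because of the pattern cannot decide its source. Whether such RNA entered with the cells, the RNA or the sequencing run was not tested.

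In 40 of the 8631 genes with at least 20 CPM in some library, the 6 values fell into 2 levels at least 4-fold apart. Inside each level they lay within 1.5-fold, except that CRIP1 was slightly wider, with 1.21, 1.48 and 1.85 CPM in shControl. Examples were MYC with 7.74, 193 and 240 CPM in shControl and 9.39, 9.49 and 249 CPM in shPTBP1, and DAG1 with 448, 468 and 14.3 against 417, 436 and 12.3. The knockdown is argued against as the general cause, since 1 of the 40 (CRIP1) split by group where 1.29 would by chance, in 26 different patterns of libraries. Reads counted under a neighbouring gene are argued against, since genes within 10000 bases took up at least 0.5 of the missing CPM in 4 of 38. Reads of a long exon assembled or counted apart in some libraries may contribute: the median longest exon of 38 protein-coding members was 3727 bases against 2190 in random lists of the same level, above 99.97% of 10000 such lists. For these genes a fold change may not reflect the level of the mRNA.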

How the results depend on the processing

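Of the alternatives, those with the libraries numbered 1 and 2 only, the covariate, counts divided by 4, without genes at 2 levels, DESeq2 with an unadjusted threshold and the KEGG background were chosen after seeing the data. The 6 changed genes (4 higher, 2 lower) became 168 (113, 55) in DESeq2, 71 (48, 23) in limma with library weights, 3 in limma at a mean of at least 5 FPKM (1 higher) or without a filter (1 higher), 63 (47, 16) in numbers 1 and 2 only and 3 (2, 1) with the covariate. The count lower was 4 in limma on log2(FPKM + 1), on log2(FPKM + 0.5) and with equal medians, and at an adjusted p under 0.1; the count higher was 1 without moderation and 2 without genes at 2 levels. By construction, looser thresholds gave 1104 (695, 409) at an unadjusted p under 0.05, 617 (407, 210) with at least 1.5-fold, 322 (207, 115) with at least 2-fold, and 598 (351, 247) with that threshold in DESeq2. Without 1 library the count was 2 to 136 (1 to 114 higher, 0 to 22 lower). It was 136 without shControl 3, 5 without shPTBP1 3, 3 without shControl 1, and 2 without each of the others. Of the called genes 83.8% were higher without shControl 3, against 66.7% with all 6 libraries.

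With the replicate block 0 genes passed in edgeR (0 higher, 0 lower; 987 at an unadjusted p under 0.05), and it changed no call of PTBP1, the panel, the MAPK pathway or the camera lists; the other terms and the calls over a list alone were not run with it. The deviations of same-numbered libraries correlated at -0.01, 0.16 and 0.08, so the numbers were not taken as pairs. However, among the libraries of the other group, 4 of 6 libraries correlated best with that of their own number, and number 3 stands apart in blood-cell transcripts. Among all libraries, shControl 1 and 2 correlated best with each other (0.969), as did shPTBP1 1 and 2 (0.971). PTBP1 kept a negative log2 fold change and did not pass in any alternative (-0.45 to -0.10 without 1 library). Panel genes called lower (0) were 2 in DESeq2, 8 at an unadjusted p under 0.05 with or without at least 1.5-fold, and 3 with at least 2-fold in edgeR or DESeq2. The MAPK pathway's odds ratio of 1.29 turned to 0.744 on log2(FPKM + 0.1) and to 0 at an adjusted p under 0.05 with at least 2-fold and at an adjusted p under 0.1, whose sets are small; it was 2.86 in DESeq2, 2.73 in numbers 1 and 2 only and, in limma, 2.04 with library weights, 2.89 without a filter, 3.20 without moderation and 3.31 at a mean of at least 5 FPKM, each with p over 0.05. Without 1 library it was 0.624 (without shControl 3) to 2.13 (without shControl 1, the 1 alternative with p under 0.05), where the former rests on 136 genes past the adjusted threshold and the others on unadjusted 2-fold sets. Lists past the threshold (4) were 0 with the estimated correlation, 2 by fry, 7 with library weights, 7 in numbers 1 and 2 only, and 4 to 8 without 1 library (8 without shControl 3). Over 23 named genes and their 484 alternatives, 429 kept direction and side of the threshold, 45 lost and 9 gained the call, and MAPK14 turned from -1.16 without shControl 1 to 0.0806 without shControl 2. Unless the construction is named, the cause was not tested. At this spread (biological coefficient of variation 0.354) and these library sizes, 2-fold changes are often missed.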

Differences from the paper's values

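The paper states 518 changed genes, against 6 here at an adjusted p under 0.05 in edgeR. For the 518 genes the paper's text names no tool, and no threshold beyond a general significance level of 0.05. Of the 24 alternatives set before the data were examined, 1 came within 1.5 times the paper's count: 617 genes at an unadjusted p under 0.05 and at least 1.5-fold. The other 23 did not, among them 1104 at an unadjusted p under 0.05, 322 with at least 2-fold, 168 in DESeq2, 9 in limma on log2(FPKM + 1) and 136 without shControl 3. DESeq2 at an unadjusted p under 0.05 and at least 2-fold, chosen after seeing the values, gave 598, and it leaves out 9 of the 12 genes of Fig. 4E.

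In Fig. 2B, the paper's PTBP1 mRNA relative to shControl in MHCC97H cells is about 0.26 for shPTBP1-1 and about 0.13 for shPTBP1-2, read by eye, by RT-qPCR. Here the ratio of PTBP1 in the sequenced libraries was 0.820 (from the log2 fold change of edgeR). None of the 19 alternatives that give this ratio, at 0.732 to 0.945, came within 1.5 times of either value. These cultures and the sequenced ones may not be the same, which the text does not say; the lowest ratio, 0.732, was without shControl 2.

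The paper ties its changed genes to GTPase activity, proliferation, signal transduction and the MAPK/ERK pathway. Of the 20 terms of Fig. 4B,C tested here, which the study drew from these samples, 1 passed the adjusted threshold (positive chemotaxis). Among the 322 genes used here, the KEGG MAPK pathway had an odds ratio of 1.29 (p = 0.601, Fisher's exact test). Among the 617 genes, the planned count nearest the paper's, that ratio was 1.64 (p = 0.0935, Fisher's exact test). Among the 1104 genes at an unadjusted p under 0.05 it was 1.54 (p = 0.0664, Fisher's exact test). In the 2-fold set without shControl 1 the ratio was 2.13 (p = 0.0442, Fisher's exact test), the 1 setting with a p under 0.05. The paper counts 13 genes in the RT-qPCR of Fig. 4E, whose panel shows 12. It calls the results largely aligned with the sequencing, and all 12 had negative log2 fold changes here; 0 passed in edgeR at an adjusted p under 0.05 (8 at an unadjusted p under 0.05, FGF7, IGFBP4, MAPRE2, MAPT, NRG2, PAK1, RASGRF2 and TGFB2, which the 617-gene setting also calls), and DESeq2 called MAPRE2 and MAPT.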

Other observations

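Genes of glycolysis and hypoxia were shifted up as a list in the libraries labelled shPTBP1, 22 of 27 with a positive log2 fold change (camera, adjusted p = 0.000144, limma; adjusted p = 0.645 with an estimated correlation). Of these 0 passed in edgeR over all genes or adjusted over the list alone and 5 had an unadjusted p under 0.05, among them EGLN3 (1.16), VEGFA (0.61), PDK1 (0.49) and GAPDH (0.40). Mitochondrial and nuclear-retained RNAs, a sign of RNA quality, moved with them, 13 of 14 with positive values, as MT-RNR2 (0.51) and MT-ND1 (0.43) (camera adjusted p = 0.000144, limma; adjusted p = 0.546 with an estimated correlation); mitochondrial genes took 6.504%, 6.13% and 8.77% of the counts in shControl and 9.07%, 7.92% and 8.76% in shPTBP1. Of 24 CDK inhibitors and p53 targets, 0 passed in edgeR over all genes (2 at an unadjusted p under 0.05) and CDKN1A passed when adjusted over the list alone, from 122.5 ± 18.7 CPM in shControl to 234 ± 2.85 in shPTBP1 (SD, n = 3 each; log2 fold change 0.93, adjusted p = 0.140 over all genes, edgeR; list by camera adjusted p = 0.0547, with an estimated correlation 0.546, by fry 0.0297, by camera without shControl 1 0.0256). Among 20 microtubule-associated genes, 0 passed in edgeR over all genes (3 at an unadjusted p under 0.05), and MAPT (-0.93) and MAP2, its neuronal relative (1.48, from 7.53 ± 2.01 to 21.1 ± 1.12 CPM, SD, n = 3 each), passed when adjusted over the list alone (list by camera of limma, adjusted p = 0.603).

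Of the other lists, all with 0 genes past the threshold in edgeR over all genes, the integrin ITGA6 among 32 mesenchymal and invasion genes (0.66; 5 at an unadjusted p under 0.05), SYT1 among 11 neuronal genes (1.71, at under 1 CPM; 2) and the collagen COL3A1 among 16 markers of fibroblasts, endothelium and blood (0.74; 2) passed when adjusted over the list alone. None passed there among 8 hepatocyte genes (0 at an unadjusted p under 0.05), 13 epithelial genes (1), 20 YAP/TEAD targets (2), 20 genes of apoptosis (2), 43 of DNA repair (2), 21 of the unfolded protein response (3), 24 of cholesterol and fatty acid synthesis (3, with SCD at 0.86, SREBF1 at 0.68 and SC5D at -1.21), 40 splicing factors (0) or 10 genes of Table S2, chosen by the study (1, ROBO1 at 0.57). By camera (limma) the adjusted p of these 12 lists was 0.157 to 0.860 in all 6 libraries. Without shControl 3 the splicing factors (0.00334) and YAP/TEAD targets (0.00132) were shifted down and the mesenchymal genes up (0.000462). The same held in numbers 1 and 2 only (0.00511, 0.0106 and 0.00535). These calls use the preset correlation of 0.01. The correlations estimated in all 6 libraries were 0.266, 0.344 and 0.121, with camera adjusted p of 0.821, 0.818 and 0.645. In limma on log2(FPKM + 1) the epithelial and mesenchymal genes were shifted up (0.00986 each), as in some further settings not listed here. Without shPTBP1 3 cholesterol genes (0.0431) and markers of other cells (0.0194) were shifted up, and without shPTBP1 2 the mesenchymal genes (0.0380). The markers of other cells include blood markers, and blood-cell transcripts were nearly absent from the libraries numbered 3. With number 3 against 1 and 2 as a covariate, the camera adjusted p of that list was 0.560. Whether blood-cell transcripts contribute to its shift was not tested. DNA repair genes were shifted down in limma without a filter (0.00365). With an estimated correlation in all 6 libraries, the camera adjusted p of these lists was 0.645, or 0.855 for cholesterol genes. Of the genes whose proteins are shown in Fig. 4D, CCND1 was at a log2 fold change of -0.29, MYC, a gene at 2 levels, at -0.66 and ACTB at -0.09, none with an unadjusted p under 0.05 in edgeR. In numbers 1 and 2 these were -0.60 (unadjusted p = 0.000833, adjusted p = 0.0815), -3.38 (adjusted p = 0.309) and -0.39 (adjusted p = 0.651, edgeR), and between the libraries numbered 3, with no test, 0.41, 0.12 and 0.74.

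The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 6 changed genes and the highest of the others 5 (1 split as large, the real one), 12 panel genes of 1 sign against 10 (1 as large), a MAPK odds ratio of 1.29 against 2.72 (4 as large) and 4 lists against 7 (4 as large). The study chose the panel on these samples under these labels, so its count cannot tell the real split from the others. The split of shControl 1, shControl 2 and shPTBP1 3 against the rest gave 2247 genes at an unadjusted p under 0.05 against 1104 for the real split, which points to a structure of the libraries other than the labels. In all, 2317 of 19393 genes (11.9%) had groups that do not overlap, where chance gives 10%.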
